# The RNA-Binding Protein ESRP1 Modulates the Expression of RAC1b in Colorectal Cancer Cells

**DOI:** 10.3390/cancers13164092

**Published:** 2021-08-13

**Authors:** Marta Manco, Ugo Ala, Daniela Cantarella, Emanuela Tolosano, Enzo Medico, Fiorella Altruda, Sharmila Fagoonee

**Keywords:** colorectal cancer, ESRP1, RNA-binding protein, *RAC1*, *RAC1b*, alternative splicing, cDNA microarray, bioinformatics analysis

## Abstract

**Simple Summary:**

Colorectal cancer (CRC) ranks third for incidence and second for number of deaths among cancer types worldwide. Poor patient survival due to inadequate response to currently available treatment regimens points to the urgent requirement for personalized therapy in CRC patients. Our aim was to provide mechanistic insights into the pro-tumorigenic role of the RNA-binding protein ESRP1, which is highly expressed in a subset of CRC patients. We show that, in CRC cells, ESRP1 binds to and has the same trend in expression as *RAC1b*, a well-known tumor promoter. Thus, RAC1b may be a potential therapeutic target in ESRP1-overexpressing CRC.

**Abstract:**

RNA binding proteins are well recognized as critical regulators of tumorigenic processes through their capacity to modulate RNA biogenesis, including alternative splicing, RNA stability and mRNA translation. The RNA binding protein Epithelial Splicing Regulatory Protein 1 (ESRP1) can act as a tumor suppressor or promoter in a cell type- and disease context-dependent manner. We have previously shown that elevated expression of ESRP1 in colorectal cancer cells can drive tumor progression. To gain further insights into the pro-tumorigenic mechanism of action of ESRP1, we performed cDNA microarray analysis on two colorectal cells lines modulated for ESRP1 expression. Intriguingly, RAC1b was highly expressed, both at mRNA and protein levels, in ESRP1-overexpressing cells, while the opposite trend was observed in ESRP1-silenced CRC cells. Moreover, *RAC1* and *RAC1b* mRNA co-immunoprecipitate with ESRP1 protein. Silencing of RAC1b expression significantly reduced the number of soft agar colonies formed by ESRP1-overexpressing cells, suggesting that ESRP1 acted, at least partially, through *RAC1b* in its tumor-promoting activities in CRC cells. Thus, our data provide molecular cues on targetable candidates in CRC cases with high ESRP1 expression.

## 1. Introduction

Colorectal cancer (CRC) ranks third for prevalence and second for number of deaths among all cancers worldwide [1]. According to the worldwide cancer burden in 2020 and GLOBOCAN estimates of cancer incidence and mortality produced by the International Agency for Research on Cancer, CRC was fifth among cancers with newly diagnosed cases, as well as deaths in 2020 [1]. Management of this malignant tumor is achieved by several strategies, including chemotherapy and targeted therapy using small molecules [2]. However, poor patient survival, due to inadequate response to currently available treatment regimens and shortage of adequate risk-assessment biomarkers, points out to the urgent requirement for personalized therapy in CRC patients.

In an era of human genomic, transcriptomic and proteomic exploration of human pathologies through high throughput technologies, dissecting the molecular pathways involved in oncogenic processes to design new patient-tailored therapies has become feasible. Several biomolecules work in concert to initiate and promote tumorigenesis. The crucial role of several oncogenic and tumor suppressor transcription factors in CRC initiation and progression have been reported. For instance, the epithelial to mesenchymal transition (EMT)-regulators zinc finger E-box- binding homeobox-(ZEB)-1 and -2, snail family transcriptional repressor 2 (SLUG), snail family transcriptional repressor 1 (SNAI1) and TWIST-related protein 1 (TWIST) are critical drivers of tumor progression [3,4]. Epigenetic changes such as DNA methylation and histone modifications are implicated in several CRC-associated pathways [5]. Non-coding RNAs, including long non-coding RNAs and microRNAs, exert regulatory functions in the multistep processes of carcinogenesis [6,7,8]. RNA binding proteins (RBPs) have also surged as essential modulators in every cancer hallmark, both as tumor promoters and suppressors, as well as regulators of genetic stability. Recently, an integrated analysis of RBPs in human CRC was performed by Fan et al. [9]. The authors identified 12 prognostic RBPs, which were modulated in CRC and warrant in-depth studies. RBPs have pleiotropic activities in RNA processing and metabolism, such as alternative splicing and translation. They can interact with proteins and different types of RNA species to generate ribonuclear protein complexes with different combinations in a context- and disease-specific manner, thus putting RBPs and related pathways at the forefront of cancer therapeutics development [10].

Aberrant expression of RBPs influences cancer-related cellular phenotypes. We have previously shown that the overexpression of Epithelial Splicing Regulatory Protein 1 (ESRP1) can promote cancer traits in CRC cells, by increasing their anchorage-independency and enhancing their clonogenic capacity in vitro, as well as promoting macrometastasis formation in vivo [11]. Autocrine activation of fibroblast growth factor receptor (FGFR2IIIb, a splicing target of ESRP1) played an important part in these phenotypes. There was marked PI3K/AKT pathway activation and SNAI1 protein overexpression, which skewed the cells towards adopting a partially mesenchymal, and more tumorigenic, molecular profile. These data were further supported by proteomics data on ESRP1-modulated CRC cells [12]. The observation that ESRP1 can have pro-tumorigenic and pro-metastatic activities was also shown by other studies [13,14,15]. Leontieva et al. demonstrated that ESRP1 could exert differential effects on protein translation of oncogenic mRNAs, such as *MYC* and *FOS*, according to the complexity of their 5′UTR secondary structure [15]. Yae et al. reported that ESRP1 promotes the splicing of CD44v isoform, which stabilizes the cysteine transporter xCT and promotes the synthesis of reduced glutathione (GSH) to enhance the ROS resistance of metastatic cancer cells [13]. ESRP1 expression status of melanomas played a significant role on cytolytic activity and in influencing survival of patients (ESRP1-low patients had better outcome) [16]. Jeong et al. also showed that high ESRP1 expression significantly negatively correlated with five-year survival of ovarian cancer patients [14]. Moreover, Lee et al. reported that the higher ESRP1 expression represented an unfavorable prognostic factor in prostate cancer, and increased the risk of disease progression and cancer-specific death in this disease [17].

The expression ESRP1 and its paralog ESRP2 is highly plastic, and several up-regulation and down-regulation episodes are seen in the multistep process of cancer progression, pointing out the difficulty in designing therapeutics against these molecules [18]. It is thus crucial to fully dissect the molecular events regulated by ESRP1 in CRC in order to appropriately target tumor progression. To gain further insights into the mechanism by which ESRP1 exerts a pro-tumorigenic activity in CRC cells, we performed a high throughput cDNA microarray on two cell lines, COLO320DM and HCA24, modulated for ESRP1 expression. Intriguingly, our data show, unprecedently that ESRP1 promotes the expression of and involves RAC1b in its cancer-promoting role.

## 2. Materials and Methods

### 2.1. Cell Lines and ESRP1 Expression Modulation

The CRC cell lines used in this study had been previously characterized, at both the genomic and transcriptomic level, and authenticated [19]. COLO320DM cells were cultured in RPMI (ThermoFisher Scientific, Monza, Italy), 10% FBS and penicillin/streptomycin (PS), while HCA24 and Caco-2 cells were kept in DMEM, 10% FBS and PS as previously described [12]. ESRP1 expression was modulated with shRNA cloned into pLKO.1 lentiviral vector for stable knockdown and with human ESRP1 ORF cloned into pLX304 lentiviral vector for stable overexpression [11]. RAC1b expression was transiently reduced by using siRNA against this gene by using lipofectamine as described (Table S1) [20].

### 2.2. RNA Extraction and Quantitative Real-Time PCR

RNA was extracted using the PureLink RNA kit (ThermoFisher Scientific, Monza, Italy) and cDNA prepared with the High-capacity cDNA Reverse Transcription kit (ThermoFisher Scientific, Monza, Italy). Real-time PCR (qRT-PCR) was performed to analyze target gene expression as previously described [11,21]. Gene expression was normalized to endogenous 18 s (for Taqman gene expression assays) or *GAPDH* expression. Primer sequences are reported in Table S1 [22,23,24,25,26,27,28,29,30,31].

### 2.3. cDNA Microarray Analysis 

Gene expression profiling was performed as previously described [11]. Briefly, RNA was extracted using miRNeasy Mini Kit (Qiagen, Milano, Italy), according to the manufacturer’s protocol. RNA quantification, quality assessment, cRNA synthesis, hybridization and data processing are described in the Supplementary Materials. COLO320DM cells overexpressing ESRP1 and ESRP1-silenced HCA24 cells were compared to empty and scramble controls, respectively. Bioconductor limma package was used for differential expression analysis with Benjamini–Hochberg (BH) method for False Discovery Rate (FDR) evaluation [32]. For the COLO320DM data, cut-off values were set to p-value adj < 0.05 and abs(log_2_FC) > log_2_(1.5) whereas for HCA24 *p*-value adj < 0.01 and abs(log_2_ FC) > log_2_(1.5), in order to limit the number of differentially expressed genes. Datasets have been deposited in the GEO repository (GSE180125 and GSE180126).

### 2.4. RNA-Immunoprecipitation 

RNA immunoprecipitation was performed as previously described [12]. Briefly, total cell protein extracts were obtained by incubating COLO320DM cells overexpressing ESRP1 for 5 min in cold isotonic buffer (20 mM HEPES,100 mM NaCl, 250 mM Sucrose, 5 mM MgCl_2_), a cocktail of protease inhibitors (Roche, Milan, Italy) and RNAse inhibitor (Promega, Milan, Italy) and DTT. The lysates were precleared for 1 h at 4 °C using Dynabeads protein G. Anti-ESRP1 antibody (Sigma-Aldrich, Milan, Italy) or rabbit IgG was added to the precleared lysates overnight at 4 °C and the day after, dynabeads were added for 3 h at 4 °C. After washing, the beads-bound proteins were processed for Western blot or RNA purification and qRT-PCR.

### 2.5. Protein Extraction and Western Blotting

Protein was extracted from CRC cells using RIPA buffer (50 mM Tris-HCl pH 8, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS) supplemented with protease inhibitors (Complete Mini, Roche, Monza, Italia) and a cocktail of phosphatase inhibitors (5 mM sodium fluoride, 1 mM sodium vanadate and 1 mM PMSF). SDS-PAGE (Bio-rad, Segrate, Italy) was performed as previously described [12]. Antibodies used are listed in Table S2. Densitometric analysis was performed using Image Lab 6.1 software (Biorad Laboratories, Segrate, Italy).

### 2.6. Soft Agar Assay

The soft agar assay was performed as described elsewhere [33]. Briefly, 2 × 10^5^ Caco-2 cells (control and siRAC1b) were plated in the upper layer and stained after 2 months with p-nitroblue tetrazolium (NBT, Sigma, Milano, Italy) for colony visualization and quantification.

### 2.7. Enrichment Analyses

Analyses have been conducted on R free software environment for statistical computing and graphics (version 3.6.3). Bioconductor package ClusterProfiler (v3.12.0) has been used for enrichment analysis [34]. We focused on Biological Process, Cellular Component and Molecular Function of Gene Ontology (GO) resource. GO keywords with no more than 2000 associated genes were analyzed and Benjamini–Hochberg (BH) strategy for false discovery rate (FDR) was applied by using a cut-off at 0.05 both for *p*-value and *q*-value.

### 2.8. Colorectal Cancer Expression Datasets

*ESRP1*, *RAC1* and *RAC1b* expression were analyzed from CRC expression datasets as follows. RAC1 isoforms analysis was performed based on specific isoforms expression data. The data for *RAC1* (uc003spx) and *RAC1b* (uc003spw) isoforms were obtained from TCGA COAD dataset as reported at TCGA Synapse group (available online: https://www.synapse.org/#!Synapse:syn300013/tables/ (accessed on 15 July 2021) [35]. Expression data for *ESRP1* were taken from Xena Functional Genomics Explorer TCGA COAD gene expression by RNAseq (polyA + IlluminaGA) (https://xenabrowser.net/, accessed on 15 July 2021). We also performed RAC1 isoforms analysis based on percent spliced in (PSI, defined as the ratio between the number of reads supporting exon inclusion and the combined number of reads regarding inclusion and exclusion) values [36]. Ryan et al. analyzed TCGA data and showed how *RAC1b* isoform is expressed in colon tumors (COAD). We have correlated this percentage value with the ESRP1 RNAseq-HTSeq-FPKM-UQ expression value (as found in GDC TCGA Colon Cancer (COAD)) [37].

Moreover, in order to highlight possible differences in *RAC1* behavior according to *ESRP1* expression level in TCGA COAD, samples with low *ESPR1* and high *ESRP1* expression were selected. Specifically the two groups composed of samples belonging to the first and the fourth quartile, respectively, were considered.

### 2.9. Statistical Analyses

Data in bar graphs are expressed as mean ± standard deviation. Data in the whisker plot of Figure S1 are expressed as median and first and fourth quartiles. Statistical differences were determined by a 2-tailed Student’s t-test (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001).

## 3. Results

### 3.1. Gene Expression Profiling of ESRP1-Modulated COLO320DM and HCA24 Cells 

We previously demonstrated that ESRP1 expression is absent in the highly metastatic cell line COLO320DM, while it is expressed at elevated levels in HCA24 cells [11]. These cells were chosen for the experiments as they do no bear the most common driver mutations of CRC in BRAF, KRAS, PIK3CA and NRAS [19]. COLO320 DM cells are undifferentiated tumorigenic cells that exhibit epithelial to mesenchymal transition (EMT) features as shown by the absence of epithelial markers, such as E-cadherin, EpCAM, cytokeratin, and the presence of mesenchymal markers such as vimentin. Consistently, they have strong metastatic potential in vivo as observed in experimental metastasis models [11,38,39]. On the other hand, HCA24 cells have strong epithelial features and are highly differentiated cells that generate large xenografts in vivo without any evidence of metastasis generation [40]. Thus, we re-introduced ESRP1 cDNA in COLO320DM and silenced the expression of ESRP1 in HCA24 cells. ESRP1-overexpressing COLO320DM cells showed enhanced proliferation in suspension and significantly increased the formation of macro-metastasis in the liver with respect to empty controls when delivered through the tail vein. On the other hand, ESRP1-silencing in HCA24 cells abrogated their capacity to proliferate in suspension and to form colonies in soft agar with respect to control cells [11].

In order to investigate in more depth, the mechanism by which ESRP1 regulates anchorage-independent growth and tumorigenesis in CRC cells, we performed high throughput gene expression profiling analysis of ESRP1-modulated COLO320DM and HCA24 cells versus respective controls (Figure 1). 

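The HCA24 arm of the cDNA microarray experiment comprised 4 arrays, 2 of scramble control cells (replicates C and D) and 2 of ESRP1-silenced HCA24 cells (replicates G and H). The silenced cells carried a single short hairpin RNA against ESRP1, Sh4, delivered by a lentivirus. The ESRP1 probe had a normalized log2 intensity of 9.54 in scramble C, 9.89 in scramble D, 8.25 in silenced G and 8.50 in silenced H. Both silenced arrays thus lay below both scramble arrays for the targeted gene.
A probe was taken as above background at a detection p-value under 0.05. Probes above background numbered 20255 in scramble C, 19559 in scramble D, 21279 in silenced G and 21414 in silenced H. The upper quartile of the intensities before normalization was 484, 439, 695 and 661 on the same arrays. Over the 20600 probes above background on both arrays of at least 1 group, the normalized values correlated at r = 0.987 between the scramble arrays, at 0.994 between the silenced arrays and at 0.956 to 0.972 between arrays of different groups. All 4 arrays lay on 1 BeadChip, where the position of an array went with its group. No source used here states that the arrays of a group came from separate cultures, so p-values measure only the spread between these samples, which may be technical.
The authors extracted the intensities with GenomeStudio and normalized them by cubic spline. Here the deposited intensities without normalization were corrected for background and quantile normalized (neqc in limma, offset 16), and the groups were compared with limma's moderated test and Benjamini-Hochberg adjustment over all probes. At the study's thresholds for HCA24, an adjusted p under 0.01 and a change over 1.5-fold, 0 probes passed in this limma fit, although 10420 had an unadjusted p under 0.05. With the authors' normalized values in the same test 3009 probes passed, and with an intensity trend and robust variance in limma 3279 passed. Below, a gene is said to have risen or fallen where the adjusted p from the limma fit of the neqc values was under 0.05 and the change over 1.5-fold, which held for 1606 probes. This threshold was among the alternatives set before the data were examined, but its use for naming genes was chosen after the 0 probes at 0.01 had been seen. Without silenced replicate G, and likewise without H, 0 probes passed at 0.05, and the smallest adjusted p was then 0.236 and 0.316. Without scramble replicate C 4436 probes passed, and without D 983. With 2 arrays against 2, the smallest p of a two-sided exact permutation test of a single probe is 0.333. The loss of calls without G or without H holds for every probe, so it says nothing of a particular gene. For the genes named below as risen or fallen, both silenced arrays lay on the same side of both scramble arrays. Their direction was thus all but bound to hold with an array left out and is no test. A probe below background on both arrays of a group has only a bound there, given as "at least N-fold". The bound sets the mean of the bright group against, for each dim array, the higher of the probe's value and the lowest value above background. It holds for the background-corrected values alone.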

The results show that ESRP1 overexpression in COLO320DM cells can induce changes in the expression of transcripts involved in, for example, cell–cell adhesion (biological process), and cell projection and actin cytoskeleton reorganization (cellular component) as evidenced by gene ontology analysis (Figure 1A and Table S3). Changes pertaining to cellular architecture are important drivers of tumorigenesis [41]. On the other hand, ESRP1-silencing in HCA24 cells resulted in differential expression of transcripts involved in, for instance, RNA-binding (molecular function), mRNA metabolism and translation (biological process), and ribosome (cellular component) pertaining to the role of ESRP1 in RNA biogenesis (Figure 1B and Table S4).

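Genes of mitochondrial respiration and of the ribosome lay mostly below the scramble control cells in ESRP1-silenced HCA24 cells, while genes of the splicing machinery moved both ways. The gene lists were fixed before the data were examined but after the paper's tables had been read, so they are not independent evidence of a direction. Of 35 detected genes of respiratory complex I, the NADH dehydrogenase of the respiratory chain, 5 fell, 1 rose and 29 did not pass the test (18 fell and 1 rose when adjusted over the list alone). Their median log2 fold change was -0.69 (camera, adjusted p = 1.06e-05). NDUFB7 fell by 1.43 on the log2 scale (SE 0.23, adjusted p = 0.0431 from limma), NDUFA11 by 1.27 and NDUFS7 by 0.99, whereas NDUFA5 was at least 1.27-fold higher. Of 36 genes of complexes II to V none passed (15 fell and 1 rose when adjusted over the list alone), and 29 of them lay below scramble with a median of -0.47 (camera, adjusted p = 0.000129). Of 74 mitochondrial ribosomal proteins, 5 fell and none rose (18 fell when adjusted over the list alone), with a median of -0.36 (camera, adjusted p = 1.18e-05). MRPL41 fell by 1.61 (SE 0.22, adjusted p = 0.0380 from limma), and MRPL54, MRPS24 and MRPL52 fell by 1.37, 1.12 and 1.12. Of 69 cytosolic ribosomal proteins, 2 fell and none rose (15 fell when adjusted over the list alone), with a median of -0.24 (camera, adjusted p = 1.72e-05). The members that fell were RPL36A, by 1.69 (SE 0.21, adjusted p = 0.0350 from limma), and RPL29, by 1.27. With an estimated correlation, the adjusted p was 0.524 for each of these 4 lists, and by fry it lay between 0.0700 and 0.114. After the trend of the arrays with genomic span was removed, an alternative chosen after seeing the data, the median of the cytosolic ribosomal proteins moved from -0.24 (quartiles -0.59 and -0.03) to -0.05 (-0.37 and 0.17) and the adjusted p was 0.278, while 0% of 10000 random lists matched on span and mean value had a median as low as -0.24. The difference between the scramble arrays, D minus C, had medians of 0.13, 0.26, 0.16 and 0.05 over the 4 lists in the same order. Of the 10 genes named here, 10 passed without scramble C, 2 without scramble D and 0 without silenced G or without H, each with its direction kept and at 0.777 to 1.24 times its log2 fold change.
Of 60 core spliceosome genes, 2 rose and 3 fell (5 and 11 when adjusted over the list alone; camera, adjusted p = 0.0512). In 8 of 13 other settings this list passed in camera as lower than the other genes, with an adjusted p of 0.00163 to 0.0480. The lowest came from scaling to 1 median per array in place of quantile normalization. There the list median lay above scramble, at 0.10, against 0.40 for all genes. With an estimated correlation the adjusted p from camera was 0.524. PRPF38B, a spliceosome activation factor, rose by 1.21 on the log2 scale, while TXNL4A, LSM7 and MAGOH fell by 1.39, 1.27 and 0.97. Of 23 SR proteins and their kinases, 2 rose, CLK4 by 1.69 (SE 0.19, adjusted p = 0.0344 from limma) and SREK1 by 0.88, and none fell (5 rose and 1 fell when adjusted over the list alone; camera, adjusted p = 0.198). Of 28 hnRNPs none passed (5 rose and 2 fell when adjusted over the list alone; camera, adjusted p = 0.469). Among 51 translation factors only EIF4A2, an RNA helicase of translation initiation, passed and rose by 1.11 (camera, adjusted p = 0.469; no further member passed when adjusted over the list alone). Of 18 aminoacyl-tRNA synthetases none passed, also when adjusted over the list alone (camera, adjusted p = 0.673). Of 50 genes of snoRNPs and ribosome biogenesis, TAF1D rose by 0.97 and GNL3L fell by 1.36 (1 rose and 2 fell when adjusted over the list alone; camera, adjusted p = 0.138). Of these 9 named genes, 9 passed without scramble C, 3 without D and 0 without either silenced array, with log2 fold changes at 0.767 to 1.18 times those of all arrays.
Among the genes that the paper's Table S4 lists under structural constituent of ribosome, 32 of 33 detected genes lay below scramble and 6 fell. Of 51 under ribosome, 46 lay below, 8 fell and 2 rose. The member lists of RNA binding and of mRNA metabolic process were available here only for their first members in alphabetical order. Of 61 such genes of RNA binding 12 rose and 4 fell, and of 59 of mRNA metabolic process 9 rose and 6 fell. The study chose these genes on these arrays, so their counts are not independent evidence.

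**Figure D1:**
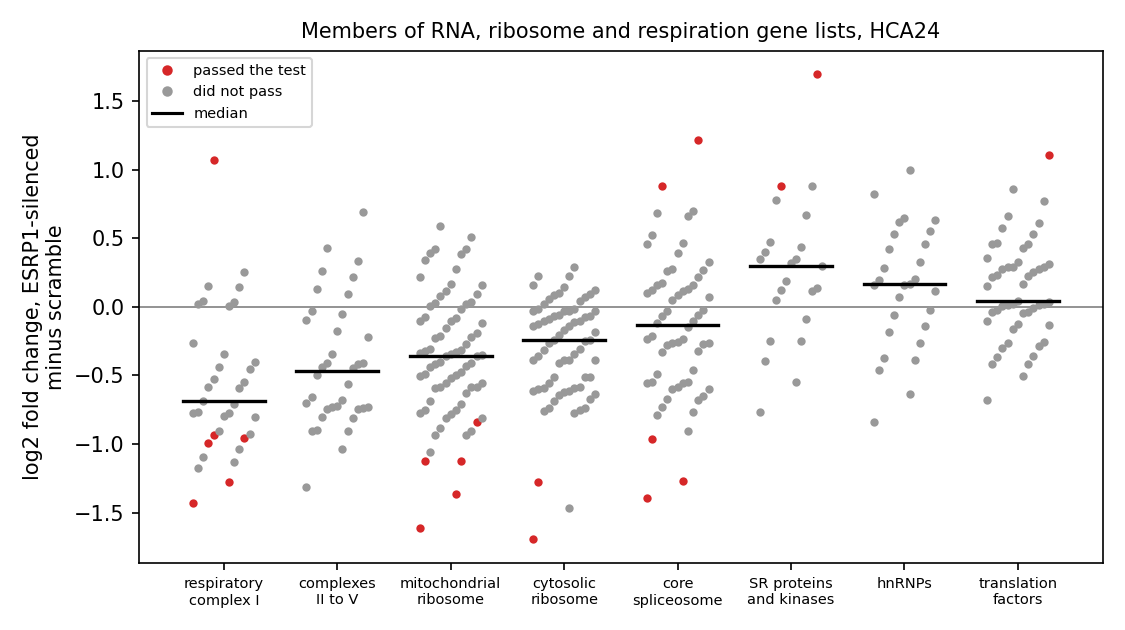
Log2 fold change (ESRP1-silenced minus scramble, vertical axis) of each detected member of 8 gene lists (horizontal axis), 1 point per gene from 2 arrays per group. Red points passed the test, grey points did not, and black bars are medians, which lie at -0.69 for respiratory complex I and at 0.30 for SR proteins and kinases.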

The cDNA microarray data were experimentally validated with qRT-PCR analysis in both cell lines. In agreement with the cDNA microarray results, *EPB41L5* expression was found to be down-regulated, while *RBM35A* (*ESRP1*), *ACTA2*, *FOLR1* and *MT1E* to be up-regulated upon ESRP1 overexpression in COLO320DM cells with respect to empty controls (Figure 2A and Table S5). On the other hand, *NUPR1* expression was found to be down-regulated, while *ALDH3A1, SERPINI1*, *CYP1A1* and *CHRNA* expression was found to be up-regulated in ESRP1-silenced HCA24 cells compared to the scramble control cells (Figure 2B and Table S6). 

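NUPR1, a stress-induced chromatin protein, fell in ESRP1-silenced HCA24 cells, and ALDH3A1, SERPINI1, CYP1A1 and CHRNA1 rose. The NUPR1 probe ILMN_2404688 had a log2 intensity of 11.65 ± 0.31 (SD, n = 2) in scramble control cells and 9.61 ± 0.08 (SD, n = 2) in silenced cells, a log2 fold change of -2.04 (SE 0.20, adjusted p = 0.0344 from limma). The other NUPR1 probe (ILMN_1810560) had a log2 fold change of -2.00 (SE 0.19, adjusted p = 0.0344 from limma). ALDH3A1, an aldehyde dehydrogenase (ILMN_1702503), went from 12.47 ± 0.09 to 15.38 ± 0.08 (SD, n = 2 each), a log2 fold change of 2.91 (SE 0.15, adjusted p = 0.0311 from limma). SERPINI1, a serine protease inhibitor (neuroserpin), rose by 2.85 on the log2 scale with the probe ILMN_1814333 (SE 0.16, adjusted p = 0.0311 from limma). Its second probe (ILMN_2207988), above background on 1 of the 2 scramble arrays, had a log2 fold change of 3.77 (SE 0.28, adjusted p = 0.0329 from limma). CYP1A1, a cytochrome P450 induced through the aryl hydrocarbon receptor (ILMN_1807291), was not above background on either scramble array and was at least 10.7-fold higher in silenced cells (adjusted p = 0.0311 from limma). On the log2 scale this bound was 3.42, against 2.23 with the authors' normalized values and 2.16 without background correction. CHRNA1, a subunit of the muscle nicotinic acetylcholine receptor, rose by 1.45 with the probe ILMN_1798700 (SE 0.15, adjusted p = 0.0344 from limma). With ILMN_2361768, above background on 1 scramble array, its log2 fold change was 3.61 (SE 0.26, adjusted p = 0.0329 from limma). The last CHRNA1 probe, ILMN_2268969, was below background on all 4 arrays. For the 8 probes that passed, both silenced arrays lay on the same side of both scramble arrays. All 8 passed without either scramble array. Without silenced replicate G, and likewise without H, none passed (log2 fold changes of 3.02 and 2.94 for ALDH3A1 and of -2.01 and -2.02 for NUPR1 ILMN_1810560). Over all 4 fits with an array left out, the log2 fold changes of the 8 probes lay at 0.881 to 1.12 times those of all arrays.

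**Figure D2:**
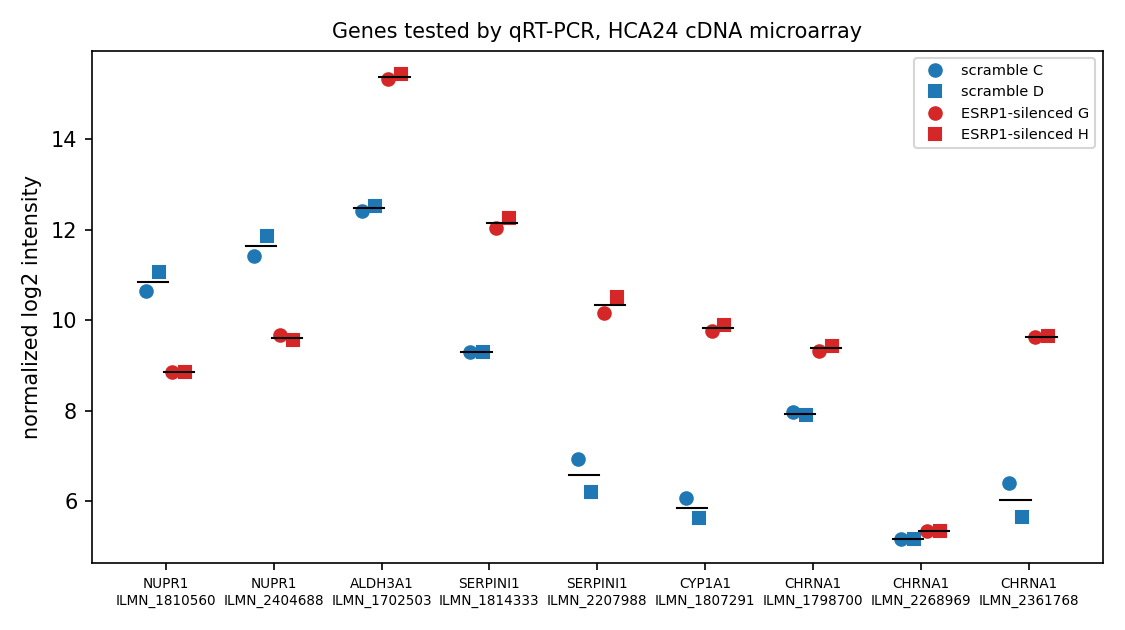
Normalized log2 intensity (vertical axis) of each probe of the genes tested by qRT-PCR (horizontal axis), with 1 point per array and black bars for the mean of the 2 arrays of a group. For ALDH3A1 the scramble arrays average 12.47 and the silenced arrays 15.38, and the silenced arrays lie below the scramble arrays only for the NUPR1 probes.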

A small number of genes were found to be commonly differentially expressed in the two cell lines upon ESRP1 modulation, as expected due to their inherent differences (Table S7). 

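On the HCA24 side, EPB41L5 rose in ESRP1-silenced cells, while no probe of DUSP22 or MT1E passed the test. EPB41L5, a FERM domain protein that takes part in adhesion and in epithelial-mesenchymal transition, was below background in both scramble arrays with both of its probes. It was at least 2.55-fold higher in silenced cells with ILMN_1770245 (adjusted p = 0.0344 from limma) and at least 1.39-fold higher with ILMN_2043306 (adjusted p = 0.0346 from limma). On the log2 scale these bounds were 1.35 and 0.48, against 0.69 and 0.21 with the authors' normalized values and 0.65 and 0.21 without background correction. DUSP22, a dual specificity phosphatase, had a log2 fold change of -0.64 with ILMN_1813275 (SE 0.14, adjusted p = 0.0717 from limma) and of -0.69 with ILMN_1730765 (SE 0.18, adjusted p = 0.0962 from limma). ILMN_1730765 passed without scramble C (-0.90, adjusted p = 0.0378 from limma). The DUSP22 probe ILMN_1671809 lay at -0.05 (SE 0.16), and ILMN_1651210 was below background on all arrays. MT1E, a metallothionein that binds zinc and copper, had a log2 fold change of -1.07 with ILMN_2173611 (SE 0.28, adjusted p = 0.0974 from limma). The scramble arrays differed from each other for this probe, with 13.65 ± 0.58 (SD, n = 2) against 12.58 ± 0.08 (SD, n = 2) in silenced cells. Without scramble C its log2 fold change was -1.45 and it passed (adjusted p = 0.0157 from limma), and without D it was -0.64 and did not. The second MT1E probe ILMN_1718968 lay at -0.17 (SE 0.19, adjusted p = 0.706 from limma). With the authors' normalized values, 6 probes of the genes in Table S7 passed the study's thresholds in HCA24. These were both EPB41L5 probes, the exon 3b probe of RAC1, the ESRP1 probe and 1 probe each of DUSP22 and MT1E. There ILMN_1813275 of DUSP22 lay at -0.60 (adjusted p = 0.00657 from limma) and ILMN_2173611 of MT1E at -1.08 (adjusted p = 0.00450 from limma). Both EPB41L5 probes passed without either scramble array. Without silenced replicate G or H the adjusted p was 0.236 and 0.316, with fitted log2 fold changes of 1.50 and 1.55 for ILMN_1770245 and of 1.76 and 1.34 for ILMN_2043306, each in the direction of the fit with all arrays. The COLO320DM arrays were not analysed here.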

Overall, these results suggest that the modulation of ESRP1 expression levels induces gene expression changes in both CRC cell lines.

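In ESRP1-silenced HCA24 cells 930 probes rose and 676 fell, and together they named 1132 genes. The genes of largest change are each given here by the passing probe with the largest change. Other probes of a gene may show less, as for CHRNA1 and SERPINI1. The genes that rose most included CYP1A1, SERPINI1 and CHRNA1, and after them SNCAIP, a synuclein-binding protein (3.18 on the log2 scale), AKR1C3, an aldo-keto reductase of steroid and xenobiotic metabolism (at least 5.27-fold), and PTPN13, a tyrosine phosphatase (at least 4.42-fold). CT45A3, a cancer/testis antigen, was at least 3.36-fold higher, NRCAM, a neuronal cell adhesion molecule, at least 3.00-fold and WWTR1, the transcriptional coactivator TAZ, at least 2.70-fold. TGFB2 had a log2 fold change of 2.39 and AKR1C4 of 2.53, each with 1 of the 2 scramble arrays above background. The AKR1C genes are close paralogs whose probes may share signal. Among the genes that fell were KLK12, a kallikrein protease (-2.71), GUCA2A, the intestinal peptide guanylin (-2.30), DEFB1, an epithelial defensin (-2.12), and MT1H, a metallothionein (-2.11). YTHDC1, a nuclear reader of methylated RNA (-2.09), ACSS2, an acetyl-CoA synthetase (-2.06), and WFDC2, a secreted protease inhibitor (-2.03), fell as well. So did MB, the oxygen-binding protein myoglobin (-2.11), and PPP2R5D, a regulatory subunit of protein phosphatase PP2A (-2.09), each above background on 1 of the 2 silenced arrays. DLL3, a Notch ligand, was at least 2.75-fold lower. The adjusted p of these genes from limma lay between 0.0311 for AKR1C3 and 0.0493 for DEFB1. Probes that were below background on both scramble arrays and above it on both silenced arrays made up 278 of those that rose. Of the probes that passed, 57.9% rose, and with scaling to 1 median per array in place of quantile normalization 88.6% rose. The median log2 fold change of the detected probes was 0.37 with that scaling and 0.02 with quantile normalization. The genes of largest change were chosen with both silenced arrays on the same side of both scramble arrays. Their kept direction with an array left out therefore followed from the choice. Over all 4 such fits, their log2 fold changes lay at 0.760 to 1.25 times those of all arrays.
Of 36 detected genes of adhesion and cell junctions, 8 rose and none fell (12 rose and 1 fell when adjusted over the list alone), with a median of 0.41 (camera, adjusted p = 0.00203; adjusted p = 0.524 with an estimated correlation, and by fry 0.0375). After the trend with genomic span was removed, the median was 0.24 (quartiles -0.13 and 0.72, against 0.06 and 0.93 before) and the adjusted p 0.0687, while 1.2% of 10000 random lists matched on span and mean value had a median as high as 0.41. The median D minus C of this list was -0.12. NRP1, a neuropilin receptor, rose by 2.01 (SE 0.15, adjusted p = 0.0329 from limma), LAMB1, a laminin chain, by 1.42, FAT1, a protocadherin, by 1.33 and the integrin ITGAV by 1.19. Of 47 mitosis genes 3 rose, CENPF (1.22), TOP2A (0.97) and SMC4 (0.93), and PTTG1, the securin, fell by 0.88 (9 rose and 4 fell when adjusted over the list alone; camera, adjusted p = 0.616). Of 40 genes of S phase and DNA replication only TYMS, the thymidylate synthase, passed and rose by 1.30, also when adjusted over the list alone (camera, adjusted p = 0.886). Of the 9 genes named from these lists, 9 passed without scramble C, 3 without scramble D and 0 without silenced G or without H, with their direction kept and at 0.807 to 1.14 times their log2 fold change.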

### 3.2. ESRP1 Positively Regulates RAC1b Expression in CRC Cells

Interestingly, among the most significantly differentially expressed genes (Figure 1), RAC1 topped in COLO320DM cells overexpressing ESRP1. 

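The RAC1 probe ILMN_1652445 fell in ESRP1-silenced HCA24 cells. Its normalized log2 intensity was 10.94 in scramble C and 10.86 in scramble D, and 8.81 in silenced G and 8.54 in silenced H. The mean was 10.90 ± 0.06 (SD, n = 2) in scramble control cells and 8.68 ± 0.19 (SD, n = 2) in silenced cells, a 4.68-fold difference. The log2 fold change was -2.23 (SE 0.16, adjusted p = 0.0329 from limma). Among the named genes that fell, only KLK12 and GUCA2A showed a larger fitted change. DLL3 was below background on both silenced arrays, and MB and PPP2R5D on 1 of them, so their falls may have been larger. The probe passed the study's threshold of 0.01 with the authors' normalized values (adjusted p = 2.77e-05 from limma). Without silenced replicate G or without H it did not pass at 0.05, with an adjusted p of 0.236 and 0.316 and a log2 fold change of -2.37 and -2.10.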

RAC1 was also found in the list of significantly differentially expressed genes in the HCA24 cells silenced for ESRP1 expression. 

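The array carried 2 probes named RAC1, which encodes a small GTPase and lies on chromosome 7 of GRCh38.p14 from 6374527 to 6403967. Only ILMN_1652445 is described in Table S8. The other probe, ILMN_2359789, was bright on all 4 arrays, with 14.47 ± 0.07 (SD, n = 2) in scramble control cells and 14.95 ± 0.05 (SD, n = 2) in ESRP1-silenced HCA24 cells. Its log2 fold change was 0.48 (SE 0.15, adjusted p = 0.129 from limma), so it did not pass the test. The adjusted p was 0.0162 with the authors' normalized values, 0.0290 without background correction, 0.0208 over probes above background on all 4 arrays and 0.00318 with an intensity trend and robust variance, and the change was below 1.5-fold in each. Both silenced arrays lay above both scramble arrays for this probe, while both lay below for ILMN_1652445. Which exon ILMN_2359789 lies in is not given in the sources used here. Its direction was the same under every normalization and with each array left out.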

The probe that on the microarray platform identifies the differential expression of *RAC1* refers specifically to exon 3b, which is part of a particular isoform, *RAC1b*, of the *RAC1* gene itself (Table S8). The TCGA COAD datasets were further analyzed for correlation between *ESRP1* and *RAC1* or *RAC1b* expression. As shown in Figure 3, *RAC1b* expression, with respect to *RAC1*, showed statistically significant positive correlation with that of *ESRP1* in the CRC patient samples. A further evaluation of *RAC1b*-specific exon inclusion, using the percent spliced in (PSI) approach, showed that there is a significant and positive correlation between *ESRP1* and PSI values for *RAC1* in 452 tumor samples, but not in the corresponding 41 normal samples. There are also indications from TCGA COAD datasets, that low *ESRP1* and high *ESRP1* subsets of CRC (first and the fourth quartile) show differential expression of *RAC1* isoforms and *RAC1* PSI (Figure S1).

We thus focused our attention on RAC1b. 

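The ESRP1 probe ILMN_1749180 fell together with the exon 3b probe of RAC1 in HCA24 cells. ESRP1 encodes an epithelial splicing regulator and lies on chromosome 8 of GRCh38.p14 from 94641174 to 94707466. Its log2 intensity was 9.71 ± 0.25 (SD, n = 2) in scramble control cells and 8.37 ± 0.18 (SD, n = 2) in ESRP1-silenced HCA24 cells. This is a 2.53-fold lower level, with a log2 fold change of -1.34 (SE 0.19, adjusted p = 0.0389 from limma). The silenced arrays remained above background for ESRP1. Its paralog ESRP2 (ILMN_1729640) was below background on all 4 arrays. The log2 fold change of the ESRP1 probe was -1.51 without scramble replicate C, where it passed, and -1.17 without D (adjusted p = 0.0528 from limma), -1.21 without silenced G (0.236) and -1.47 without H (0.316), where it did not.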

RAC1b and ESRP1 showed a similar expression behavior according to the differential expression analysis in both CRC cell lines (Figure 4A,B). CDNA microarray data were validated both at the RNA and protein levels by qRT-PCR and Western blot analyses, respectively, in independent experiments. Consistently, RAC1b was found to be up-regulated and down-regulated in COLO320DM ESRP1-overexpressing and HCA24 ESRP1-silenced cells, respectively, compared to their respective controls (Figure 4A,B). On the other hand, RAC1 mRNA expression level was not significantly different among the ESRP1-modulated CRC cells (Figure 4A,B).

In order to analyze if ESRP1 and RAC1b also showed a similar trend in expression in a normal colon-like cell line, we analyzed RAC1b expression in Caco-2 cells, which express intermediate levels of ESRP1 (comparable to the normal colon) and which underwent both ESRP1 overexpression and silencing as previously reported [11]. Interestingly, *RAC1b* expression increased when ESRP1 was over-expressed in Caco-2 cells, while its expression decreased when ESRP1 expression was silenced (Figure 4C). Of note, *RAC1* expression was not significantly different among the ESRP1-modulated Caco-2 cells (Figure 4C).

Overall, these results suggest that RAC1b expression, both at protein and mRNA levels, is positively regulated by ESRP1 in all CRC cells under study. On the contrary, total RAC1 mRNA level did not change, thus allowing us to speculate that ESRP1 can directly lead to a switch from the canonical to the alternatively spliced variant RAC1b.

### 3.3. The Expression of Known Regulators of Rac1b Splicing Is Not Affected by ESRP1 Modulation in CRC Cells

Previous studies have reported ASF/SF2 (also known as SFRS1) and SRp20 (also known as SFRS3) as the master splicing regulators of RAC1 [25]. Moreover, it has also been shown that SRPK1 and GSK3β are involved in the regulation of such splicing factors [42]. In order to investigate whether, in our cellular models, these players can somehow be involved in orchestrating RAC1 splicing upon ESRP1 modulation, we interrogated our cDNA microarray data for SFRS1, SFRS3, SRPK1 and GSK3β expression. Of note, there was no statistically significant differences in the datasets analyzed, thus suggesting that other mechanisms might be involved (Table 1).

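In HCA24 cells, SFRS1 (SRSF1), SRPK1 and GSK3B did not pass the test, and 1 of the 2 SFRS3 (SRSF3) probes did. SRSF1, an SR protein that binds exonic splicing enhancers, had a log2 intensity of 13.85 ± 0.24 (SD, n = 2) in scramble control cells and 14.29 ± 0.02 (SD, n = 2) in ESRP1-silenced HCA24 cells, a log2 fold change of 0.44 (SE 0.17, adjusted p = 0.223 from limma). SRPK1, a kinase of SR proteins, had a log2 fold change of 0.35 (SE 0.16, adjusted p = 0.274 from limma). Without scramble D these log2 fold changes were 0.27 for SRSF1 and 0.23 for SRPK1, and without C 0.59 and 0.45. GSK3B, a serine/threonine kinase, had a log2 fold change of -0.58 (SE 0.15, adjusted p = 0.0920 from limma). The bright SRSF3 probe ILMN_1723212 lay at 0.40 (SE 0.22, adjusted p = 0.366 from limma), with 0.67 without silenced G and 0.15 without H. The dim probe ILMN_2135232 was below background on both scramble arrays and at least 1.91-fold higher in silenced cells (adjusted p = 0.0477 from limma), a log2 bound of 0.94 that was 0.45 with the authors' normalized values and 0.42 without background correction. Its fitted log2 fold change, 1.19 with all arrays, was 1.04 without scramble D (adjusted p = 0.0671 from limma), 1.27 without silenced G (0.236) and 0.98 without H (0.320), where it did not pass. None of these 5 probes passed at 0.01, also with the authors' normalized values. With those values GSK3B lay at -0.55 (adjusted p = 0.0121 from limma) and ILMN_2135232 at a fitted 0.56 (adjusted p = 0.0139 from limma). Both changes were below 1.5-fold. The remaining probes had an adjusted p of 0.0708 to 0.180 from limma. From the lack of significant differences, the paper proposes that other mechanisms might be involved in RAC1 splicing.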

### 3.4. RAC1 mRNA Co-Immunoprecipitates with ESRP1

ESRP1 is a well-known splicing factor capable of binding the GU-rich sequence motifs of several mRNAs [43]. Of note, a GU-rich ESRP-binding consensus sequence (UGGUGGGUG) was found 274 bp upstream of exon 3b [18]. Based on our cDNA microarray data, as well as Western blot and qRT-PCR analyses, we speculated whether ESRP1 can directly bind pre-mRNA *RAC1*, thereby promoting the inclusion of exon 3b and generating RAC1b isoform at the expense of the canonical one.

To this end, we performed RNA-immunoprecipitation with anti-ESRP1 antibody on ESRP1-overexpressing COLO320DM cells, in which *RAC1b* was one of the most significantly differentially expressed genes, with respect to empty controls, highlighted by the cDNA microarray data (Figure 1). IgG was used as negative control. Interestingly, qRT-PCR analysis of ESRP1-bound transcripts revealed the presence of both *RAC1* and *RAC1b* isoform compared to IgG controls (Figure 5). These results suggest that ESRP1 may have a direct role in RAC1 alternative splicing and on RAC1b expression.

### 3.5. RAC1b Silencing Affects Anchorage-Independent Tumor Growth in CRC Cells

We have previously shown that ESRP1-overexpressing Caco-2 cells are capable of generating colonies in soft agar with respect to empty controls [11]. Caco-2 overexpressing cells recapitulated some of the early oncogenic changes, such as enhanced proliferation and growth in anchorage-independency. In order to investigate whether ESRP1 exerts its pro-tumorigenic function through RAC1b, the ESRP1-overexpressing Caco-2 cells were transfected with two siRNAs against RAC1b. Cells were analyzed after 48 h transfection for the expression of RAC1b. Both siRNAs efficiently down-regulated RAC1b mRNA and protein expression in these cells (Figure 6A,B). Interestingly, RAC1b silencing reduced the number of ESRP1-overexpressing Caco-2 cells colonies in soft agar (Figure 6C,D). Overall, these results suggest that ESRP1, by directly regulating the splicing of RAC1 and the expression of RAC1b, is capable of regulating the anchorage-independent growth and tumorigenesis in CRC cells.

## 4. Discussion

It has become increasingly clear that posttranscriptional gene regulation strictly regulates every cancer hallmark [44,45,46,47]. Indeed, RBPs, by orchestrating mRNA processing and translation, are thought to play a crucial role in tumor development. As an RBP, ESRP1 has been shown to be involved in several cellular processes, such as alternative splicing and regulation of translation, as well as mRNA stability [21,48]. We previously demonstrated that in some CRC cases, ESRP1 is aberrantly overexpressed, and acts as an oncogene [11,12]. In the present study, we further investigated the underlying molecular mechanisms by which ESRP1 exerts its pro-tumorigenic function by performing large-scale gene expression profiling on two different CRC cell lines, in which ESRP1 expression was modulated. Intriguingly, comparison of datasets of our cDNA microarray data revealed that few genes were commonly differentially expressed between the two cells lines (Table S7). This was expected due to the different oncogenic pathways activated in the strongly mesenchymal COLO320DM cells, in which ESRP1 was re-expressed, and the epithelial HCA24 cells, in which ESRP1 expression was silenced. *RAC1b* was one of the most significantly differentially expressed gene present in both CRC cell lines (i.e., HCA24 and COLO320DM), and was hence selected for further experiments. ESRP1 and RAC1b expression showed similar trend. These results were further confirmed in a third normal colon-like cell line (Caco-2) which was modulated for ESRP1 expression. We provide herein the first evidence that ESRP1 positively regulates the expression level of the alternatively spliced RAC1b isoform. Of note, bioinformatic analysis of TGCA COAD dataset further corroborated our experimental results. No changes in the relative expression of *RAC1* mRNA were observed upon ESRP1 modulation. We thus postulate that ESRP1 is capable of regulating *RAC1* pre-mRNA splicing, thereby promoting the inclusion of variant exon 3b and the generation of RAC1b isoform. An RNA-based regulation of RAC1b may also be possible [49]. Silencing of RAC1b in ESRP1-overexpressing Caco-2 cells partially reverted the oncogenic phenotype of these cells (soft agar assay), thus supporting the fact that ESRP1 exerts its pro-tumorigenic function by acting through RAC1b.

Mammalian *RAC1* gene can give rise to two alternative transcripts, the predominant *RAC1* and the alternative isoform *RAC1b*, which contains an additional 57 nucleotides-long exon 3b. Importantly, *RAC1b* has been found aberrantly expressed in a subset of CRC tumors [20]. The in-frame insertion of 19 amino acid results in the constitutive activation of this small GTPase [50,51,52]. Over the years, RAC1b has been recognized as a pro-tumorigenic player, due to its involvement in several key processes including cell cycle progression and apoptosis resistance [53]. Moreover, RAC1b plays a critical role in the development of resistance to cancer therapies. RAC1b may be considered as a predictor of chemotherapy efficacy in metastatic CRC [54,55]. Indeed, Alonso-Espinaco et al. showed that RAC1b is a poor survival marker in KRAS/BRAF wild-type CRC patients treated with first-line FOLFOX/XELOX therapy [54]. Likewise, Goka et al. later demonstrated that CRC cells (i.e., HT116 and HT29) up-regulated RAC1b expression upon chemotherapy treatment, thereby promoting NF-κB pathway and cell survival gene transcription [55]. The inhibition of RAC1 prevents the activation of these pathways associated to chemotherapy treatment and increases the sensitivity of the cells to oxaliplatin and 5-FU.

Two independent studies have demonstrated so far that ESRP1 negatively regulates RAC1b [18,56]. In particular, Ishii et al. showed that the down-modulation of ESRP1 in human head and neck squamous cell carcinoma cell lines (i.e., SAS and HSC4) led to the induction of RAC1b expression [18]. Moreover, Deng et al., demonstrated that the overexpression of ESRP1 inhibited the generation of RAC1b in the ovarian cancer cell line SKOV3 [56]. However, no direct interaction between ESRP1 and *RAC1b* was shown in these studies. On the other hand, our results clearly show that in three different CRC cell lines, ESRP1 expression correlates with that of RAC1b and that the ESRP1-containing ribonuclear protein complex can bind both *RAC1* and *RAC1b* mRNA. Importantly, each alternative splicing event is controlled by multiple RBPs, rather than just a single RBP [57]. Moreover, each cell type expresses a distinct array of RBPs, thus dictating a distinct pattern of alternatively splice products. Thus, the cellular context matters and each cell distinguishes itself by the relative abundance of each RBP, which becomes the major determinant of pre-mRNA splicing. Thus, future studies should focus on analyzing the ESRP1-containing complexes to determine which proteins and RNA species are present under a given condition.

The RNA-binding protein ESRP1 is as a key splicing regulator related to EMT [58]. In particular, ESRP1 directs an epithelial splicing program. Specifically, it binds and regulates the splicing of several EMT-related mRNA targets (i.e., *FGFR2*, *CD44*, *ENAH* and *CTNND1*), and orchestrates the switch to the epithelial-specific transcript variants at the expense of the mesenchymal ones [48,59]. Moreover, it has also been demonstrated that EMT-associated transcription factors (i.e., δEF1, SIP1, SNAIL, SLUG and TWIST) down-regulate ESRP1 [60,61,62,63]. Recently, the alternative splice variant RAC1b has been recognized as the “guardian of the epithelial phenotype”, due to its ability to interfere with the TGF-β-induced cell migration and EMT [64]. Taken together, it may be possible that ESRP1 and RAC1b work in concert to ensure the maintenance of an epithelial phenotype, as pointed out by the analysis of TCGA COAD data on *ESRP1* or *RAC1b* versus representative EMT genes (E-cadherin and Vimentin), as well as to modulate chemoresistance development (Figure S2) [55].

## 5. Conclusions

To our knowledge, this is the first report of ESRP1 exerting its pro-tumorigenic function through RAC1b. ESRP1 is capable of binding *RAC1* mRNA, thereby promoting the inclusion of the variant exon 3b and modulating RAC1b expression. Our data solicits further work to address more in depth the molecular mechanisms of ESRP1-induced regulation of RAC1b expression and its biological effect in CRC progression for instance by employing genetically modified mice models.

## Figures and Tables

**Figure 1:**
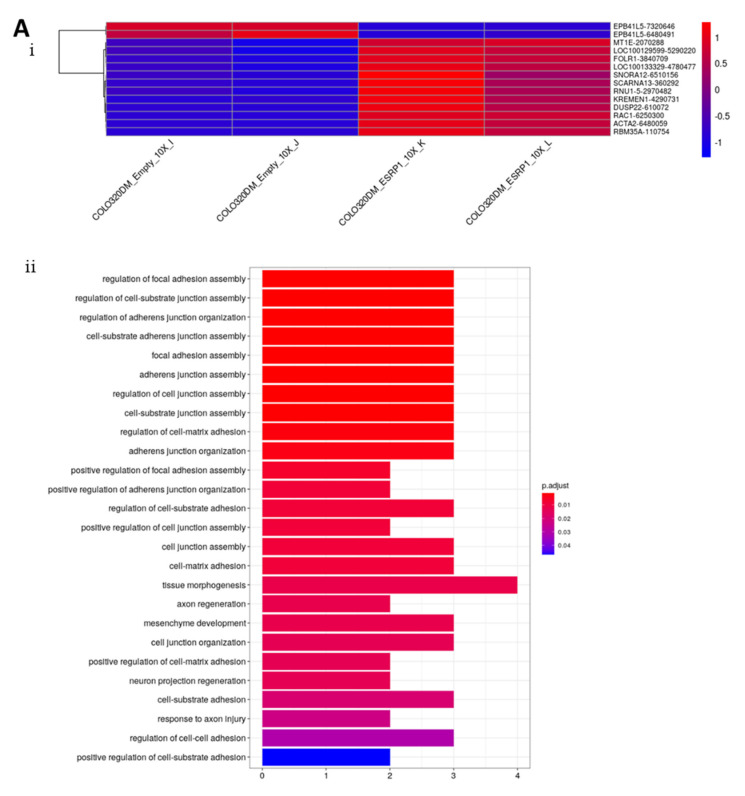

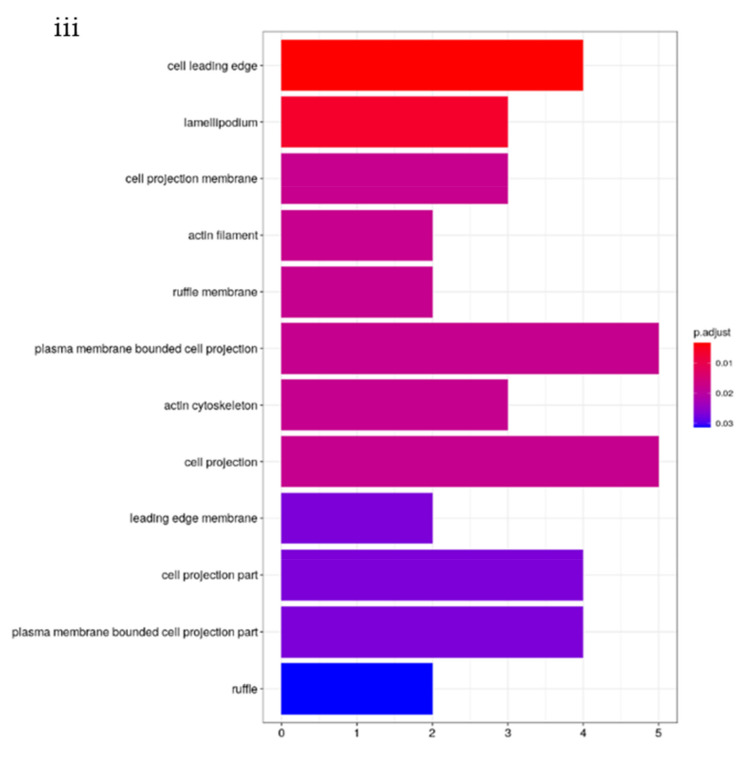

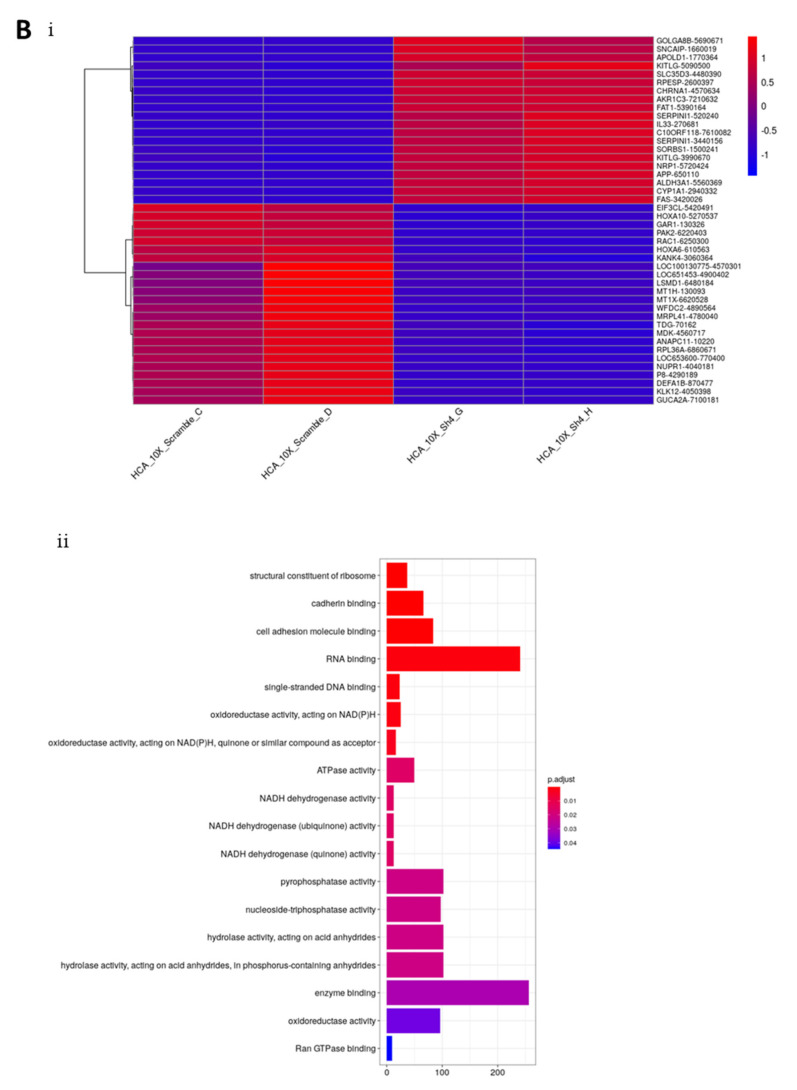

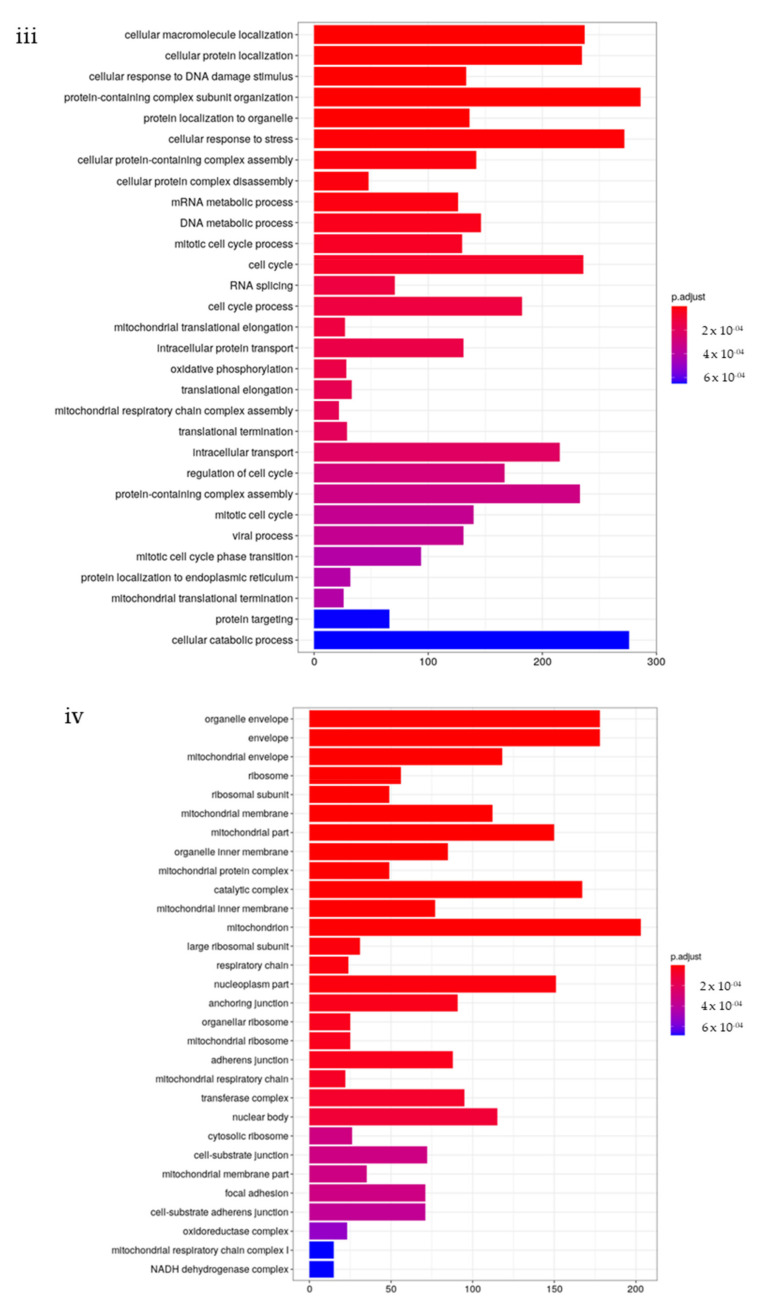
Gene expression profiling of ESRP1-modulated CRC cells. (**A**). (**i**) Heatmap of ESRP1-overexpressing and control CO-LO320DM cells. Cells are shown in columns and genes in rows (genes are reported as Gene Name and Illumina Array Address ID). Gene ontology keywords belonging to (**ii**) biological process domain and (**iii**) cellular component domain are reported on the y-axis, the number of differentially expressed genes involved in the corresponding GO term enrichment is defined on the x-axis, whereas the different colors highlight the different magnitude of the *p*-values (as in the legend). (**B**). (**i**) Heatmap of ESRP1-silenced and control HCA24 cells. Only gene showing a |log2FC| > 1.5 are considered in this graphical representation. Cells are shown in columns and genes in rows (genes are reported as Gene Name and Illumina Array Address ID). HCA24 enriched Gene Ontology keywords belonging to (**ii**) molecular function domain, (**iii**) biological process domain and (**iv**) cellular component domain are reported on the y-axis, the number of differentially expressed genes involved in the corresponding GO term enrichment is defined on the x-axis, whereas the different colors highlight the different magnitude of the *p*-values (as in the legend).

**Figure 2:**
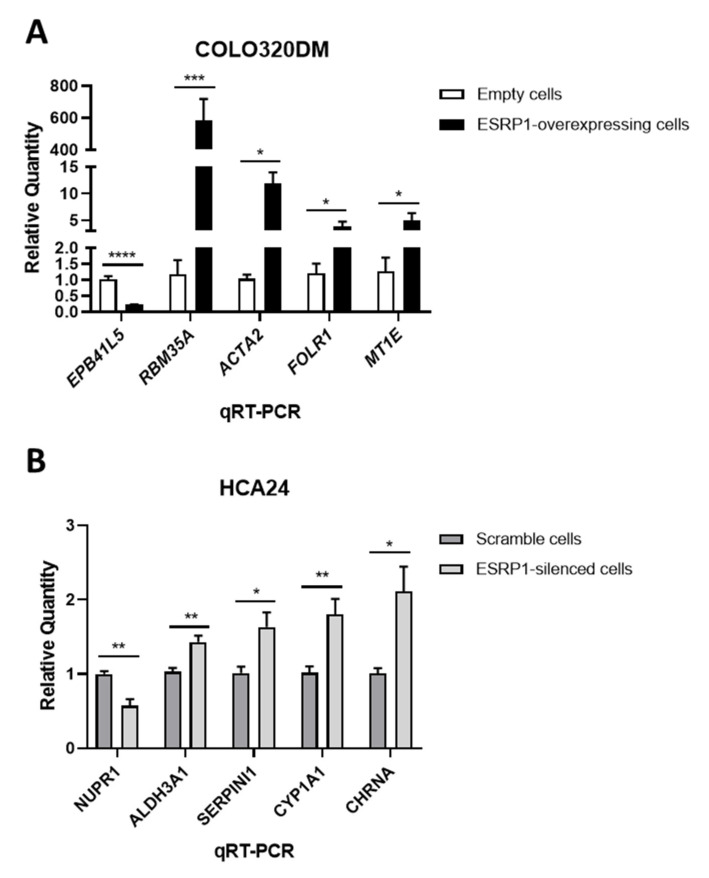
Microarray data validation. (**A**) Gene expression levels of *EPB41L5*, *RBM35A* (*ESRP1*), *ACTA2*, *FOLR1* and *MT1E* in ESRP1-modulated COLO320DM cells (*n* = 6). (**B**) Gene expression levels of *NUPR1*, *ALDH3A1*, *SERPINI1*, *CYP1A1* and *CHRNA* in ESRP1-modulated HCA24 cells (*n* = 4). Data are expressed as mean ± SEM of relative quantification using the delta–delta Ct method over control (empty and scramble in COLO320DM and HCA24 cells, respectively) cells. Normalization was made using *GAPDH* as housekeeping gene. Unpaired t-test was performed: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 3:**
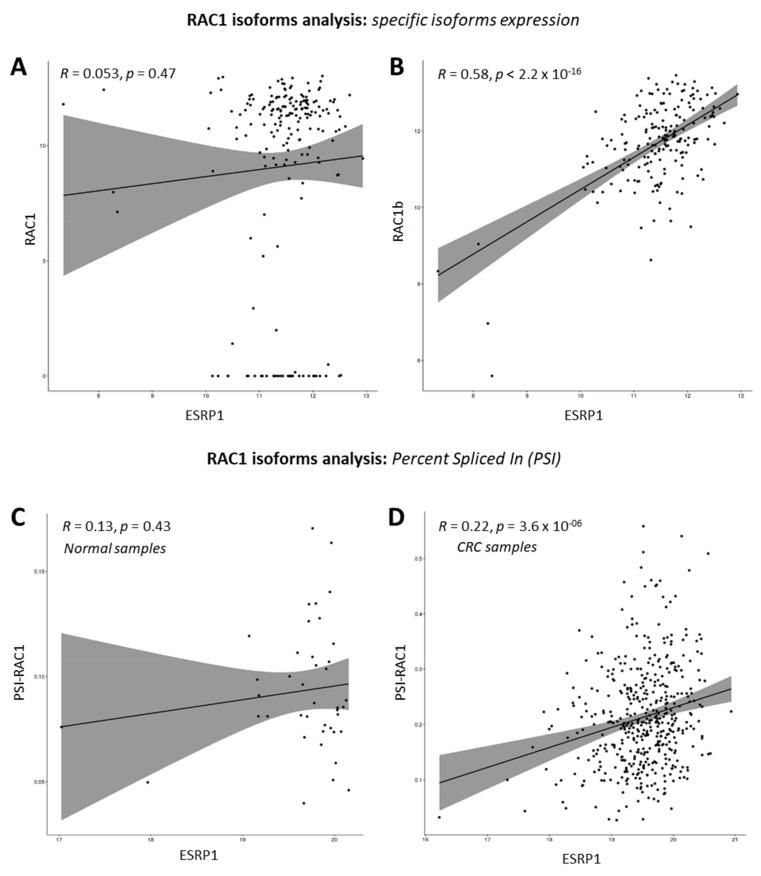
RAC1 isoforms analysis. (**A**) Pearson correlation analysis between ESRP1 and RAC1 (uc003spx) in TCGA COAD tumor samples. (**B**) Pearson correlation analysis between ESRP1 and RAC1B (uc003spw) in TCGA COAD tumor samples. This specific isoform shows a positive and statistically significant correlation. (**C**) Pearson correlation analysis between ESRP1 and PSI values related to RAC1 in TCGA COAD normal samples. (**D**) Pearson correlation analysis between ESRP1 and PSI values related to RAC1 in TCGA COAD tumor samples. In this specific tumor context, the percent spliced in values related to RAC1 shows a positive and statistically significant correlation.

**Figure 4:**
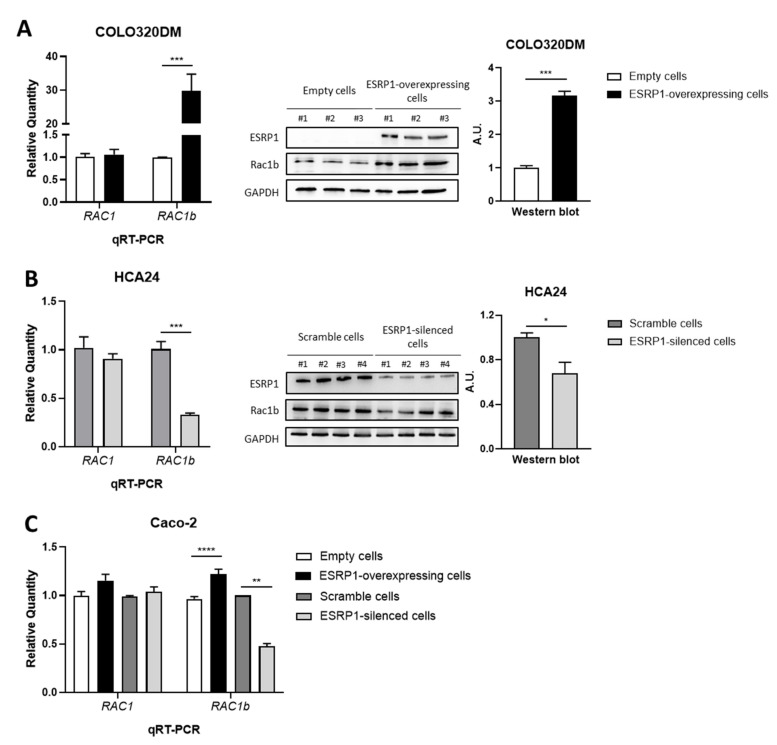
RAC1b data validation in all CRC cell lines under study. (**A**) RAC1b up-regulation in COLO320DM cells was validated by qRT-PCR (on the left) and Western blot (on the right) analysis (*n* = 5 for qRT-PCR and *n* = 3 for Western blot). (**B**) RAC1b down-regulation in HCA24 cells was validated by qRT-PCR (on the left) and Western blot (on the right) analysis (*n* = 4). (**C**) RAC1b deregulation upon ESRP1 modulation in Caco-2 cells was validated by qRT-PCR (*n* = 3). *RAC1* expression levels were evaluated by qRT-PCR analysis in all CRC cell lines. Data are expressed as mean ± SEM of relative quantification using the delta–delta Ct method over control (empty and scramble) cells. Normalization was made using *GAPDH* as housekeeping gene. Unpaired t-test was performed: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 5:**
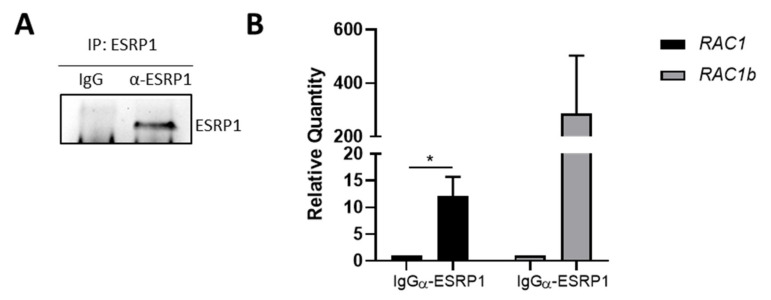
RNA-immunoprecipitation (RNA-IP) in ERSP1-overexpressing COLO320DM CRC cells. (**A**) Western blot analysis of ESRP1 immunoprecipitation. Rabbit IgG was used as negative control. (**B**) qRT-PCR analysis of ESRP1- and IgG-bound transcripts. Gene expression levels of *RAC1* and *RAC1b* in three independent experiments of RNA-IP. Data are expressed as mean ± SEM of quantification relative to IgG negative control. Unpaired t-test was performed: * *p* < 0.05.

**Figure 6:**
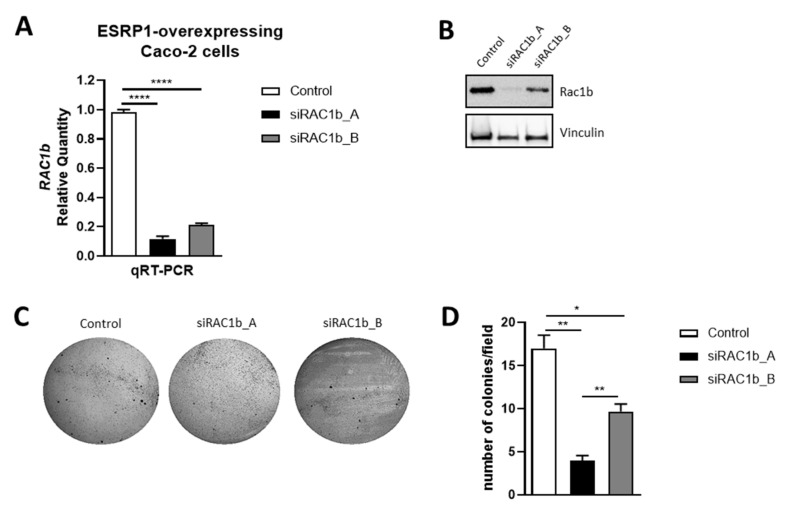
RAC1b silencing in ESRP1-overexpressing Caco-2 cells. (**A**) Gene expression levels of *RAC1b* in Caco-2 cells (*n* = 3). Data are expressed as mean ± SEM of relative quantification using the delta–delta Ct method over IgG negative control, and normalized using *GAPDH* as housekeeping gene. Unpaired t-test was performed: ****p < 0.0001. (**B**) Western blot analysis of RAC1b in Caco-2 cells. (**C**–**D**). Soft agar assay. (**C**) Representative images and (**D**) quantification of colonies (*n* = 3). Data are expressed as mean ± SEM. Unpaired t-test was performed: * *p* < 0.05, ** *p* < 0.01.

**Table 1:** Expression of splicing factors to be directly involved in RAC1b splicing. cDNA microarray data generated on the two ESRP1-modulated cell lines, COLO320DM and HCA24 were analyzed for expression of RAC1b. COLO320 DM, logFC = 1.45, *p*-Value Adjusted = 0.003; HCA24, logFC = −1.88, *p*-Value Adjusted = 2.77 × 10^-05^.

CRC Cell Line	Gene	logFC	*p*-Value	*p*-ValueAdj
COLO320DM (vs. empty cells)	*SFRS1*	−0.489781297	0.012866813	0.365144154
	*SRPK1*	−0.357614922	0.025871261	0.42769659
	*SFRS3*	−0.450996868	0.030901422	0.446890088
	*SFRS3*	−0.161124083	0.293793057	0.791369823
	*GSK3β*	−0.163911091	0.288342371	0.788788089
HCA24 (vs. scramble cells)	*SFRS1*	0.173660122	0.229342737	0.587853808
	*SRPK1*	0.070938569	0.581454363	0.844252266
	*SFRS3*	0.377887018	0.062396779	0.314723978
	*SFRS3*	−0.034194091	0.847903379	0.95510413
	*GSK3β*	−0.466411002	0.002329757	0.054686882

## Data Availability

Datasets have been deposited in GEO database, with accession numbers GSE180125 and GSE180126.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cancers13164092/s1, Figure S1: Differential expression analysis of RAC1 in TCGA COAD samples, as reported in the Material and Methods section, Figure S2: Pearson correlation coefficient and statistical analysis between representative EMT genes and ESRP1 and RAC1b, respectively, Table S1: Primers and SiRNA sequences used in the present study; Table S2: Antibodies used in the present study; Table S3: Gene ontology analysis of genes differentially expressed in the COLO320DM cells, Table S4: Gene ontology analysis of genes differentially expressed in the HCA24 cells., Table S5: List of differentially expressed genes in the COLO320DM cells, Table S6: List of differentially expressed genes in the HCA24 cells; Table S7: Table with the common genes found differentially expressed in COLO320DM and HCA24 cell lines; Table S8: RAC1 probe information on Illumina cDNA microarray platform.

# Supplementary material for: The RNA-Binding Protein ESRP1 Modulates the Expression of RAC1b in Colorectal Cancer Cells
**Source:** Cancers (Basel). 2021 Aug 13;13(16):4092. doi: 10.3390/cancers13164092
**Supplement:** Supplementary file 1

Supplementary Materials: The RNA-Binding Protein ESRP1 Modulates the Expression of RAC1b in Colorectal Cancer Cells

Marta Manco, Ugo Ala, Daniela Cantarella, Emanuela Tolosano, Enzo Medico ³, Fiorella Altruda and Sharmila Fagoonee

cDNA microarray analysis

The quantification and quality analysis of RNA was performed on a Bioanalyzer 2100 (Agilent, Cernusco sul Naviglio, Milano, Italy), using RNA 6000 nano Kit (Agilent, Cernusco sul Naviglio, Milano, Italy). Synthesis of cDNA and biotinylated cRNA was performed using the Illumina TotalPrep RNA Amplification Kit (ThermoFisher Scientific, Monza, Italy), according to the manufacturer's protocol using 500 ng of total RNA. Quality assessment and quantification of cRNAs were performed with Agilent RNA kits on Bioanalyzer 2100. Hybridization of cRNAs (750 ng) was carried out using Illumina Human 48 k gene chips (Human HT-12 V4 BeadChip) (Illumina, Milan, Italy). Array washing was performed using Illumina High Temp Wash Buffer for 10 min at 55 °C, followed by staining using streptavidin- Cy3 dyes (Amersham Biosciences, Amersham, UK). 

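Cubic spline normalization bends the intensity scale of each array so that the quantiles of all arrays coincide. In the authors' normalized table the median was the same on each of the 4 HCA24 arrays. Each array kept the rank order of its intensities before normalization (Spearman correlation 1 over all probes). The table is on a linear scale, and background was not subtracted in it. For AKR1C3, which was below background in scramble control cells, the log2 fold change was 1.57 in the authors' normalized values, against a fitted 2.77 after background correction.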

Probe intensity data were obtained and normalized (by Cubic Spline normalization) using the Illumina Genome Studio software (Genome Studio V2011.1) and subsequent data processing included log₂ transformation and selection of genes differentially expressed [1]. Isoform expression values, x , have been transformed into $\log_2(x+1)$ to make them consistent with the data provided by other TCGA databases.

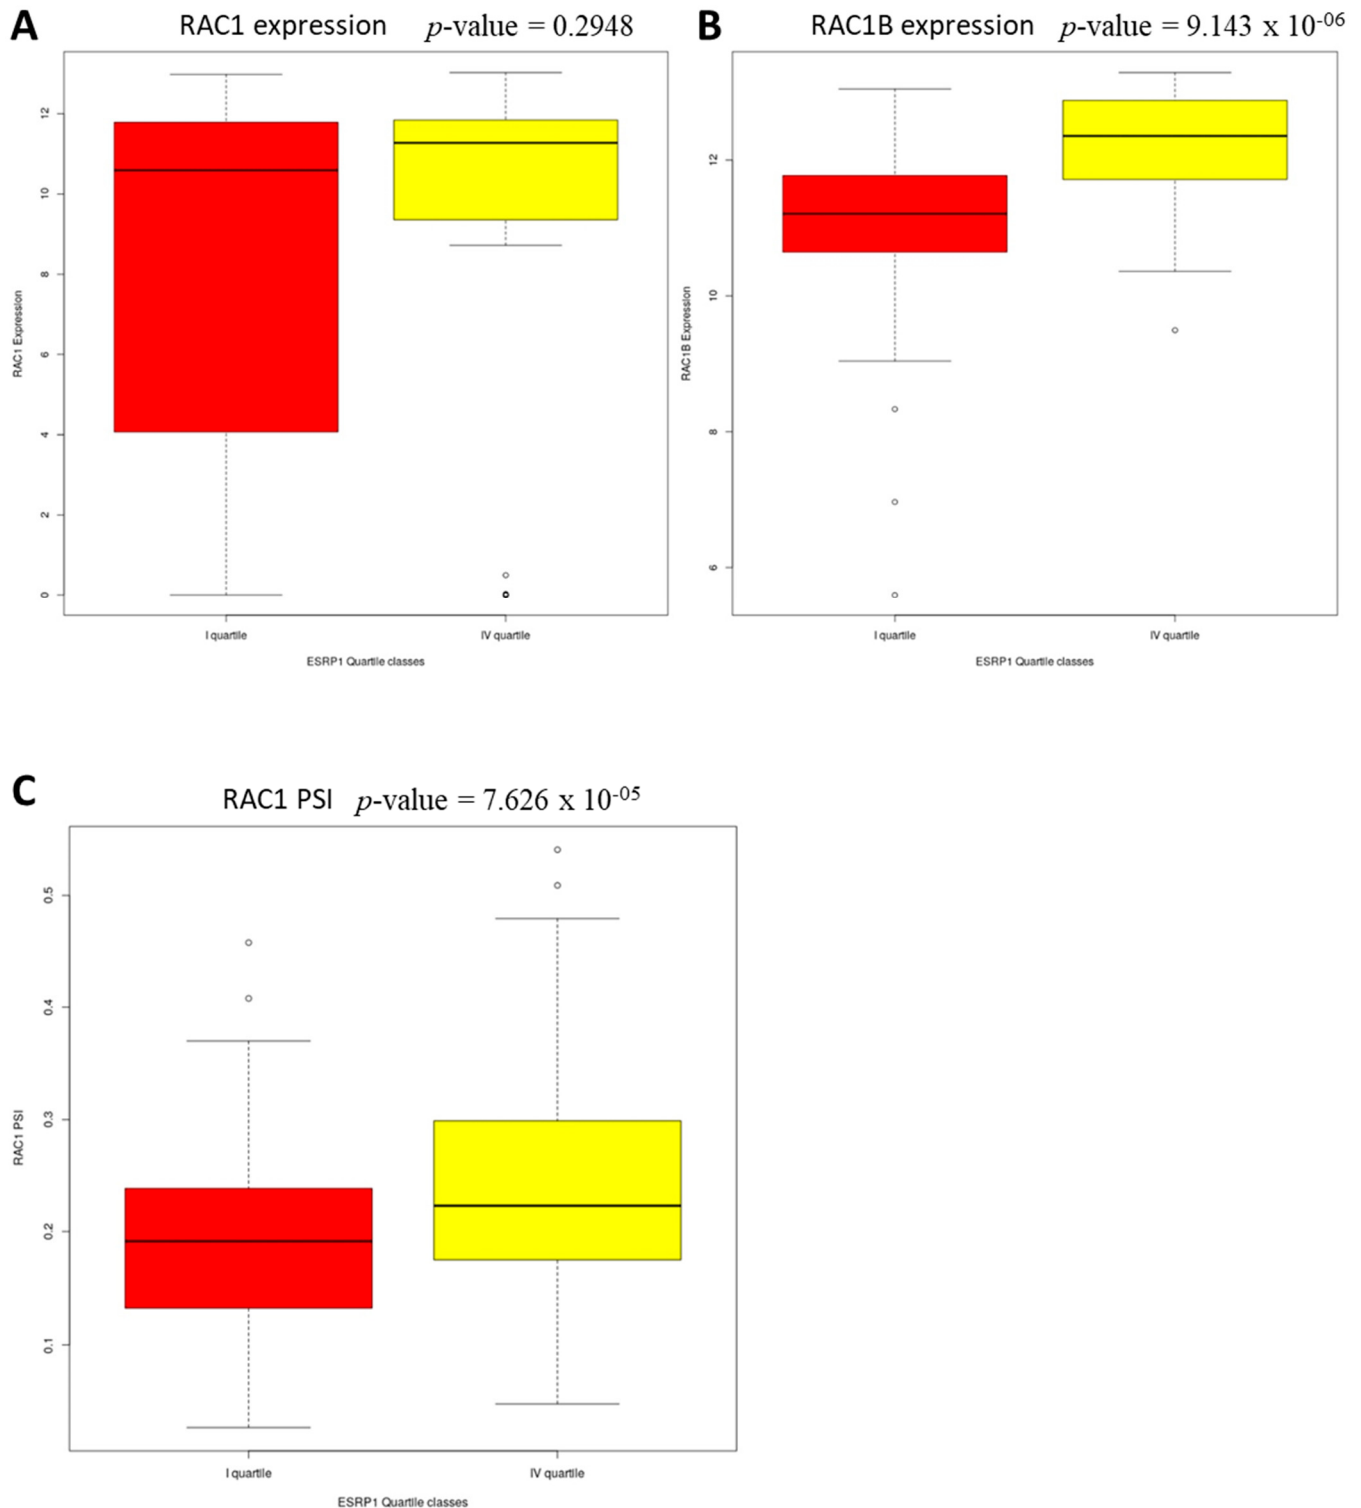

Figure S1. Differential expression analysis of RAC1 in TCGA COAD samples, as reported in the Material and Methods section. Unpaired Student *t*-test has been used to assess statistical significance. Samples have been subdivided into two classes according to ESRP1 expression values and, specifically, those belonging to the first and the fourth quartiles are used for the comparison of RAC1 expression: **(A)** Pearson correlation analysis between ESRP1 and RAC1 (uc003spx) in TCGA COAD tumor samples. RAC1 does not show a statistically significant differential expression in the samples with low and high ESRP1 values; **(B)** Pearson correlation analysis between ESRP1 and RAC1B (uc003spw) in TCGA COAD tumor samples. RAC1b shows a statistically significant differential expression in the samples with low and high ESRP1 values; **(C)** Pearson correlation analysis between ESRP1 and PSI values related to RAC1 in TCGA COAD Tumor Samples. RAC1_PSI values show a statistically significant difference in the samples with low and high ESRP1 values.

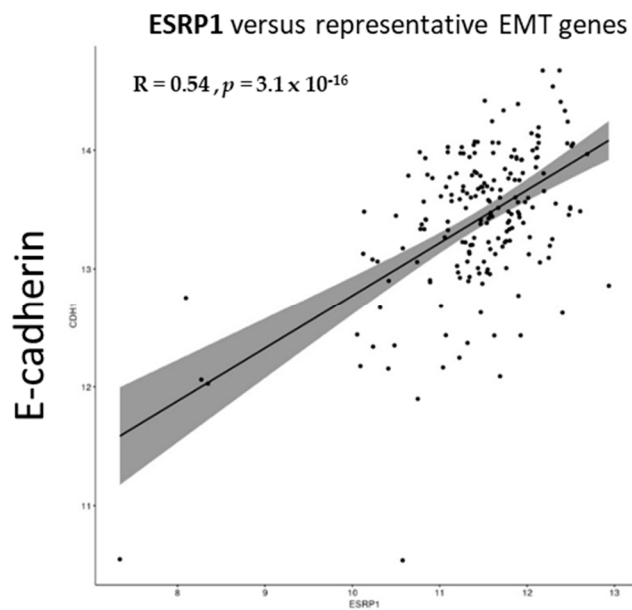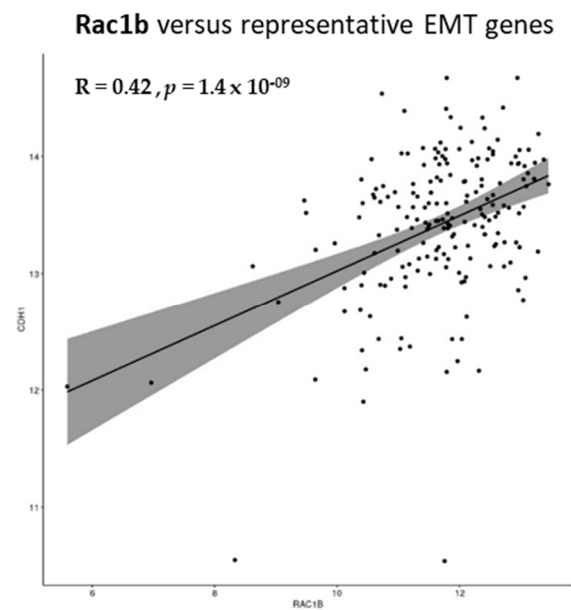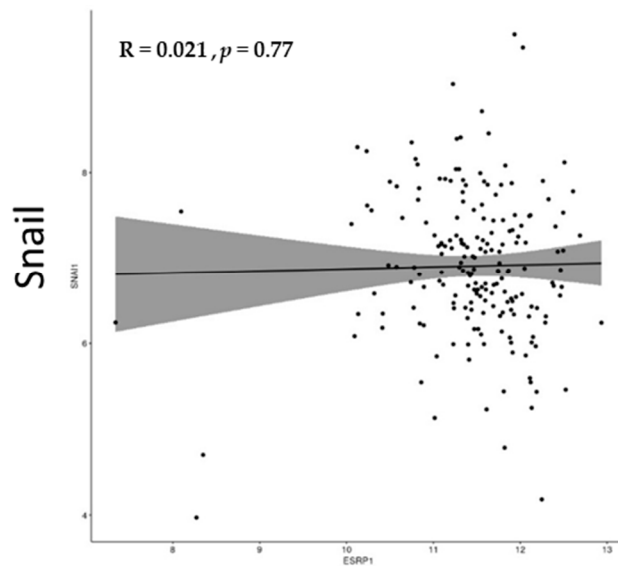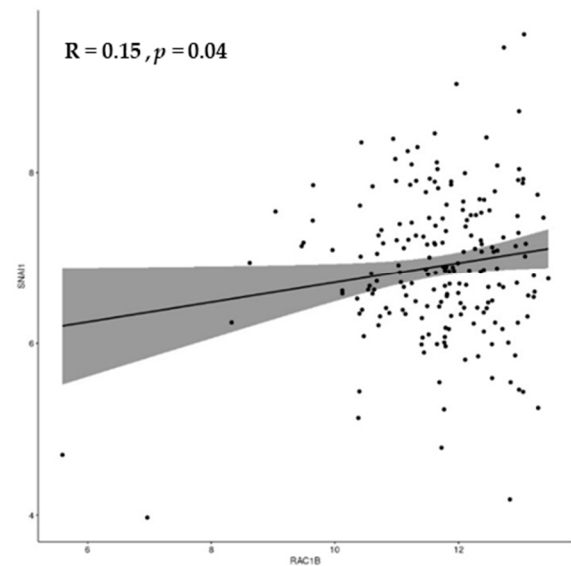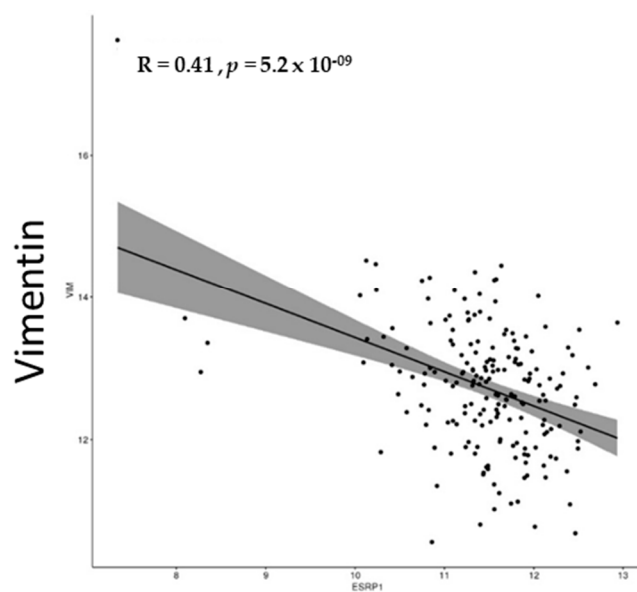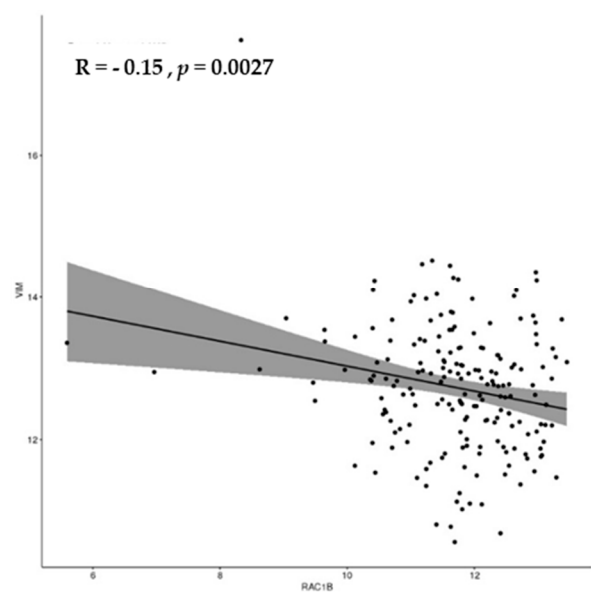

Figure S2. Pearson correlation coefficient and statistical analysis between representative EMT genes and ESRP1 and RAC1b, respectively. The expression data for *RAC1b* (uc003spw) isoforms were obtained from TCGA COAD dataset as reported in Colorectal cancer expression datasets in the Material and Methods section of the main text and Text S1. Expression data for *ESRP1* were taken from Xena Functional Genomics Explorer TCGA COAD gene expression by RNAseq (polyA + IlluminaGA). Specifically, E-Cadherin shows a significant positive correlation with both ESRP1 and RAC1b, Vimentin a significant negative correlation with both ESRP1 and RAC1b whereas Snail is characterized by a non-significant correlation with ESRP1 and by a slight significant positive correlation with RAC1b.

Table S1. qRT-PCR primers and siRNAs used in this study.

Primers	5'-3' sequence	SYBR Green or Roche UPL Probe	Reference
	Forward<br>Reverse		
ESRP1 (RBM35A)	CCCACCGCCATGTAAGTT<br>GCAGGAGCTGGAAATGTGTAG	UPL#52	
ACTA2	CTATGAGGGCTATGCCTTGCC<br>GCTCAGCAGTAGTAACGAAGGA	SYBR green	[2]
EPB41L5	GCACCTCTTCTTCTCTTA<br>ACTCCTCTCAATGACAAG	SYBR green	-
ALDH3A1	GCAGACCTGCACAAGAATGA<br>TGTAAGAGCTCGTCTGTGCTGA	SYBR green	[3]
CYP1A1	CACCTCCAAGATCCCTACACTGA<br>ACCAGACAGAAGATGACAGAGGC	SYBR green	[4]
RAC1b	GGGCAAAGACAAGCCGATTG<br>CGGACATTTTCAAATGATGCAGG	SYBR green	[5]
RAC1	CTGATGCAGGCCATCAAGT<br>CAGGAAATGCATTTGGTTGTC	SYBR green	[5]
GAPDH	ACAACCTTTGGTATCGTGGAAGG<br>GCCATCACGCCACAGTTTC	SYBR green	[6]
FOLR1	GGCATTTCATCCAGGACACC<br>CTTCCCACCATTGCTCACAG	SYBR green	[7]
NUPR1	GGAAAGGTCGCACCAAGAGAG<br>ACCAGTTTCCTCTCGTGCCC	SYBR green	[8]
SERPINI1	TAGCCGTGGCCAACTACATC<br>GGCAGCATCAAAATCCCTTG	SYBR green	[9]
CHRNA1	GCTCTGTCGTGGCCATCAA<br>CACTCCCCGCTCTCCATG	SYBR green	[10]
MT1E	GGGCTCCATTCTGCTTTCCA<br>TTGGGTCCATTTTCGAGCAA		[11]
siRNA	5'-3' sequence	SYBR green	Reference
siRAC1b_A	CAG UUG GAG AAA CGU ACG GTT		[12]
siRAC1b_B	CGU ACG GUA AGG AUA UAA CTT		[12]
siControl	GGC UAC GUC CAG GAG CGC ACC TT		[12]

Table S2. Antibodies used in this study.

Antibody	Species	Company
ESRP1 (RIP)	Rabbit	Sigma-Aldrich, Milan, Italy, cat. no. HPA023719
ESRP1 (Western Blot)	Rabbit	Thermo Fisher Scientific, Monza, Italy, cat. no. PA5-21109
RAC1b	Rabbit	EMD Millipore, Milan, Italy, cat. no. 09-271
GAPDH	Rabbit	EMD Millipore, Milan, Italy, cat. no. MAB374
Vinculin	Mouse	In-house

Supplementary legends:

Table S3. Gene Ontology analysis of genes differentially expressed in the COLO320DM cells. The COLO320 DM enriched Gene Ontology keywords belonging to biological process (BP) and cellular component (CC) domains are reported. The different fields highlight the GO ID, its description, the nominal *p*-value, the corresponding adjusted *p*-value (*p.adjust*) and *q*-value, and finally the list of genes (gene ID) that are involved in the enrichment.

Table S4. Gene Ontology analysis of genes differentially expressed in the HCA24 cells. The HCA24 enriched Gene Ontology keywords belonging to molecular function (MF), biological process (BP) and cellular component (CC) domains are reported. The different fields highlight the GO ID, its description, the nominal *p*-value, the corresponding adjusted *p*-value (*p.adjust*) and *q*-value, and finally the list of genes (gene ID) that are involved in the enrichment.

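The terms in this table were scored from the genes called in HCA24 cells, and its member lists name only those genes. Of 27 detected members of oxidative phosphorylation, 26 lay below the scramble control cells and 7 fell, and with the authors' normalized values at the study's thresholds 25 fell and 1 rose. Of 25 members of mitochondrial translational elongation, 24 lay below and 5 fell. Of 31 members of translational elongation, 24 lay below, 5 fell and 2 rose. Of 61 members of cadherin binding, 41 lay above, 10 rose and 1 fell. For the terms available only in part, 18 of 60 members of focal adhesion rose and 3 fell, 13 of 60 of cell cycle rose and 6 fell, and 9 of 62 of RNA splicing rose and 4 fell. The median log2 fold change was -0.85 for oxidative phosphorylation, -0.81 for mitochondrial translational elongation and 0.60 for cadherin binding. Because the study chose these genes on these arrays, the directions are a description and not an independent test.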

Table S5. List of differentially expressed genes in the COLO320DM cells. Genes are identified by the Array Address ID (Probe), Transcript (Transcr), Gene Name (Gene), the log Fold Change (logFC), the nominal *p*-Value (*pVal*) and the adjusted *p*-Value (*pValAdj*) as in the Material and Methods and Text S1. Bioconductor limma package was used for differential expression analysis with Benjamini–Hochberg (BH) method for False Discovery Rate (FDR) evaluation. Cut-off values were set to *p*-value adj < 0.05 and abs(log₂FC) > log₂(1.5).

Table S6. List of differentially expressed genes in the HCA24 cells. Genes are identified by the Array Address ID (Probe), Transcript (Transcr), Gene Name (Gene), the log Fold Change (logFC), the nominal *p*-Value (*pVal*) and the adjusted *p*-Value (*pValAdj*) as in the Material and Methods and Text S1. Bioconductor limma package was used for differential expression analysis with Benjamini–Hochberg (BH) method for False Discovery Rate (FDR) evaluation. Cut-off values were set to *p*-value adj < 0.01 and abs(log₂FC) > log₂(1.5).

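The first 1999 of the 3009 probes in this table were available here. Compared by value and not by identifier, all 1999 matched a distinct probe of the authors' normalized values tested with limma, within a relative tolerance of 1e-04 for the log2 fold change and the p-value. The same test on those values called 1622 probes up-regulated and 1387 down-regulated. After background correction the 1999 probes all kept their sign, and 1231 of them passed at an adjusted p under 0.05 and 1.5-fold. Of all 1606 probes that passed there, 1355 were also among the 3009, each with the same sign.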

Table S7. Table with the common genes found differentially expressed in COLO320DM and HCA24 cell lines. Gene symbol, Illumina transcript ID and Illumina probe ID are associated to the corresponding log Fold Change values, their nominal *p*-values and Adjusted *p*-values.

Table S8. RAC1 probe information on Illumina cDNA microarray platform.

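The probe described in this table is a stretch of 50 bases within exon 3b of the RAC1b transcript, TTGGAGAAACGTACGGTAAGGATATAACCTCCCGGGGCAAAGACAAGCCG. The table places it on chromosome 7 from 6404819 to 6404868 and starts it at base 468 of the RAC1b transcript. These coordinates are of NCBI build 36, version 3, and cannot be compared with positions in GRCh38. Because it lies in the exon, its signal follows transcripts that contain exon 3b and not the canonical form of RAC1.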

Reference

1. Warzecha, C.; Sato, T.K.; Nabet, B.; Hogenesch, J.B.; Carstens, R.P. ESRP1 and ESRP2 Are Epithelial Cell-Type-Specific Regulators of FGFR2 Splicing. *Mol. Cell* **2009**, *33*, 591–601, doi:10.1016/j.molcel.2009.01.025.
2. Wang, X.; Jin, H.; Jiang, S.; Xu, Y. MicroRNA-495 inhibits the high glucose-induced inflammation, differentiation and extracellular matrix accumulation of cardiac fibroblasts through downregulation of NOD1. *Cell. Mol. Biol. Lett.* **2018**, *23*, 1–13, doi:10.1186/s11658-018-0089-x.
3. Duong, H.-Q.; You, K.S.; Oh, S.; Kwak, S.-J.; Seong, Y.-S. Silencing of NRF2 Reduces the Expression of ALDH1A1 and ALDH3A1 and Sensitizes to 5-FU in Pancreatic Cancer Cells. *Antioxidants* **2017**, *6*, 52, doi:10.3390/antiox6030052.
4. Divi, R.L.; Lindeman, T.L.E.; Shockley, M.E.; Keshava, C.; Weston, A.; Poirier, M.C. Correlation between CYP1A1 transcript, protein level, enzyme activity and DNA adduct formation in normal human mammary epithelial cell strains exposed to benzo[a]pyrene. *Mutagen* **2014**, *29*, 409–417, doi:10.1093/mutage/geu049.
5. Gonçalves, V.; Matos, P.; Jordan, P. Antagonistic SR proteins regulate alternative splicing of tumor-related Rac1b downstream of the PI3-kinase and Wnt pathways. *Hum. Mol. Genet.* **2009**, *18*, 3696–3707, doi:10.1093/hmg/ddp317.
6. Xu, X.; Li, S.; Lin, Y.; Chen, H.; Hu, Z.; Mao, Y.; Xu, X.; Wu, J.; Zhu, Y.; Zheng, X.; et al. MicroRNA-124-3p inhibits cell migration and invasion in bladder cancer cells by targeting ROCK1. *J. Transl. Med.* **2013**, *11*, 276–276, doi:10.1186/1479-5876-11-276.
7. Jia, L.; Li, J.; Li, P.; Liu, D.; Li, J.; Shen, J.; Zhu, B.; Ma, C.; Zhao, T.; Lan, R.; et al. Site-specific glycoproteomic analysis revealing increased core-fucosylation on FOLR1 enhances folate uptake capacity of HCC cells to promote EMT. *Theranostics* **2021**, *11*, 6905–6921, doi:10.7150/thno.56882.
8. Yu, J.; Zhu, H.; Li, R.; Jiang, Q.; Luan, W.; Shi, J.; Liu, P. Oncogenic Role of NUPR1 in Ovarian Cancer. *OncoTargets Ther.* **2020**, *13*, 12289–12300, doi:10.2147/ott.s262224.
9. Matsuda, Y.; Miura, K.; Yamane, J.; Shima, H.; Fujibuchi, W.; Ishida, K.; Fujishima, F.; Ohnuma, S.; Sasaki, H.; Nagao, M.; et al. SERPINI1 regulates epithelial–mesenchymal transition in an orthotopic implantation model of colorectal cancer. *Cancer Sci.* **2016**, *107*, 619–628, doi:10.1111/cas.12909.
10. Lam, D.C.-L.; Girard, L.; Ramirez, R.D.; Chau, W.-S.; Suen, W.-S.; Sheridan, S.; Tin, V.P.; Chung, L.-P.; Wong, M.P.; Shay, J.W.; et al. Expression of Nicotinic Acetylcholine Receptor Subunit Genes in Non-Small-Cell Lung Cancer Reveals Differences between Smokers and Nonsmokers. *Cancer Res.* **2007**, *67*, 4638–4647, doi:10.1158/0008-5472.can-06-4628.
11. Masiulionytė, B.; Valiulytė, I.; Tamašauskas, A.; Skiriutė, D. Metallothionein Genes are Highly Expressed in Malignant Astrocytomas and Associated with Patient Survival. *Sci. Rep.* **2019**, *9*, 5406, doi:10.1038/s41598-019-41974-9.

12. Matos, P.; Oliveira, C.; Velho, S.; Gonçalves, V.; Da Costa, L.T.; Moyer, M.P.; Seruca, R.; Jordan, P. B-RafV600E Cooperates With Alternative Spliced Rac1b to Sustain Colorectal Cancer Cell Survival. *Gastroenterol.* **2008**, *135*, 899–906, doi:10.1053/j.gastro.2008.05.052.

# Supplementary material for: The RNA-Binding Protein ESRP1 Modulates the Expression of RAC1b in Colorectal Cancer Cells
**Source:** Cancers (Basel). 2021 Aug 13;13(16):4092. doi: 10.3390/cancers13164092
**Supplement:** Supplementary file 1

## Slide 1

Blots related to Figure 3 in main text
A
ESRP1-overexpressing
cells
Empty cells
#1
#1
#3
#3
#2
#2
100
ESRP1
75
50
GAPDH
37
Rac1b
25
20
B
ESRP1-silenced
cells
Scramble cells
#2
#4
#2
#1
#4
#3
#1
#3
100
ESRP1
75
25
Rac1b
20
GAPDH

## Slide 2

A
Blot related to Figure 4 in main text
COLO320DM cells
IP: ESRP1
Empty
Over
IgG
α-ESRP1
100
ESRP1
50

## Slide 3

Representative blots-related to Figure 5 in main text
ESRP1-overexpressing Caco2 cells
MW kDa
250
100
75
50
37
25
vinculin
Rac1b
250
100
vinculin
Rac1b_B
Rac1b_A
Cntr
MW
75
50
37
25
Rac1b_B
Rac1b_A
Cntr
Rac1b
Densitometric analysis

How the deposited data were processed for this re-analysis (not part of the article)

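The data were Illumina HumanHT-12 V4 expression arrays of 4 samples of the colorectal cancer line HCA24, 2 transduced with a scramble control (C and D) and 2 with a short hairpin RNA against ESRP1 (Sh4, G and H). Samples were assigned to groups from their labels, which match the columns of the paper's heatmap. Nothing used here states separate cultures.

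The authors scanned the arrays and summarised them in GenomeStudio. They deposited a probe intensity on a linear scale, without background subtraction or normalization, and for each intensity a detection p-value, which compares the probe with the negative controls of its array. The authors also deposited a table of intensities normalized between arrays, by cubic spline according to the supplementary methods, with the same median in each column. Its columns kept the rank order of the intensities of the same arrays. They are on a linear scale, not centred and not ratios, so no direction or scale stayed unknown. Of 47322 probes, 30113 had 1 gene symbol in the platform annotation, 8 had several and were left unnamed, and 17201 had none. Of the probes with 1 symbol, 30074 were matched to a RefSeq gene of GRCh38.p14 through their gene identifier.

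In R 4.3.3 with limma 3.58.1, the intensities were corrected by normexp with control moments inferred from the detection p-values, offset by 16 and quantile normalized (neqc). Groups were compared with lmFit and eBayes, without trend or robust options since the methods name none, and adjusted by Benjamini-Hochberg over all probes. The study's thresholds were an adjusted p under 0.01 and a change over 1.5-fold. Because 0 probes passed these in the fit as designed, genes and groups were described at an adjusted p under 0.05 and 1.5-fold, an alternative set before the data were examined. The decision to name genes by it was taken after that count had been seen. Detected means a detection p-value under 0.05 on both arrays of at least 1 group, which held for 20600 probes. The number of arrays limits the precision of every value.

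The genes named were fixed by a rule before the data were examined, with the paper's tables already seen. They were every gene the paper names for HCA24 or in its discussion. Added to these were the 12 named genes with the largest rise and the 12 with the largest fall. Those came from called probes detected on both arrays of the higher group and separated in all arrays. The probe with the largest change stood for each gene, and unnamed and LOC probes were left out. Last came up to 4 called members of each list by size of change.

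In all, 40 gene lists were written before the data were examined, and 39 had at least 3 detected genes. They include the cytosolic and mitochondrial ribosome, respiratory complexes, translation factors, aminoacyl-tRNA synthetases, splicing factors, ribosome biogenesis, transcripts with detained introns, known ESRP targets, epithelial and mesenchymal genes, adhesion, cell cycle, histones, stress and xenobiotic responses, metabolism, signalling, intestinal lineages, HOXA genes and markers of other cell types. Each gene was represented by its detected probe with the highest mean, 11669 genes in all. Lists were tested with camera (preset correlation 0.01, then estimated) and fry, adjusted over the lists. With the preset correlation 14 lists passed at an adjusted p under 0.05, and with an estimated correlation none did. By fry, which asks whether the genes of a list move on balance in a direction, 10 passed. These were the 7 lists that camera called higher, and the TGF-beta (adjusted p = 0.0148), fibroblast (0.0148) and neural (0.0473) lists. None of the 7 lists that camera called lower passed by fry. Random lists matched on genomic span and mean value were drawn 10000 times, each gene from its 100 nearest genes.

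Alternatives were the authors' normalized values, no background correction, an offset of 50, scaling to 1 median per array, 2 filters on dim probes, an intensity trend with robust variance, other thresholds, another choice of probe and each array left out. When an array was left out, the lone array of its group was assumed to vary like the other group. All arrays lay on 1 BeadChip, so no block for the slide could be fitted. Removing the trend with genomic span was added after seeing the data.

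The limma step was tested on simulated data for the comparison of silenced and scramble arrays, with 47322 probes. With 200 changed probes it called 0 of 100 probes changed 2-fold and 0 of 100 changed 4-fold, at both thresholds. With 3000 changed probes it called 18 of 1500 changed 2-fold and 1176 of 1500 changed 4-fold at 0.05, with 7 unchanged probes called, and 0 at 0.01. The median estimated log2 sizes were then 0.97 for 2-fold and 1.92 for 4-fold changes. In the run with 200 changed probes, respiratory complex I was also shifted by -0.5 on the log2 scale. Over 11669 genes, camera with the preset correlation called that list and 0 others of 39. The simulated noise was drawn separately for each probe. This run therefore cannot show how camera performs where the genes of a list vary together.

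Table S6 was available here for 1999 of its 3009 probes and the longest member lists of Table S4 only in part, so no overlap or enrichment was tested on them. The COLO320DM arrays, the qRT-PCR and the TCGA data were not analysed here.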

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

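All results in this part are shifts of gene lists that the paper does not discuss. For the aryl hydrocarbon receptor and NRF2 targets, the test without single genes and the matched random lists were set before their results were seen. The medians of the lists had been seen by then. No such advance setting is on record for the matched random lists of the other genes in this part. Each list passed with a preset correlation in camera, and none with an estimated correlation (adjusted p = 0.524 for each).

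Genes induced through the aryl hydrocarbon receptor and through NRF2 were higher in ESRP1-silenced HCA24 cells. Of 8 detected targets of the aryl hydrocarbon receptor, 3 rose and none fell, also when adjusted over the list alone, with a median log2 fold change of 0.50 (camera, adjusted p = 0.000860). CYP1A1 and ALDH3A1 led this list, and CYP1B1, another cytochrome P450, rose by 1.40. Of 21 NRF2 targets, which serve antioxidant defence, 6 rose and none fell (7 when adjusted over the list alone), with a median of 0.44 (camera, adjusted p = 0.000813, and 0.129 with scaling to 1 median per array). AKR1C2 was at least 3.16-fold higher, SLC7A11, a cystine transporter, rose by 1.20 and ME1, malic enzyme, by 1.19. Of the 7 genes named from both lists, 7 passed without scramble C, 6 without D and 0 without silenced G or without H, at 0.761 to 1.16 times their log2 fold change. The targets of both lists without AKR1C1, AKR1C2, AKR1C3, ALDH3A1 and CYP1A1, which may share probes or were tested by qRT-PCR, still had a median of 0.46 over 24 genes, of which 5 rose (camera, adjusted p = 0.000702, and 0.513 with an estimated correlation). This argues against those 5 genes alone as the whole pattern. Of 10000 random lists matched on genomic span and mean value, 0.04% had a median as high, which argues against the trend with genomic span. The scramble arrays also differed along this change (median D minus C -0.18 for the receptor's targets and -0.12 for the NRF2 targets). With the preset correlation, both lists stayed higher with each array left out in turn. That setting treats the genes of a list as nearly independent. These fits therefore cannot show whether whole arrays differ along the lists. An effect of ESRP1 loss, an effect of this single hairpin on other targets and a difference in culture or RNA quality between the groups stay open, since each goes with the groups.

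Of 23 detected p53 targets, 6 rose and BAX fell (14 and 1 when adjusted over the list alone), with a median of 0.72 (camera, adjusted p = 0.000558). FAS, a death receptor above background on 1 scramble array, rose by 1.68, TP53INP1 by 1.40, and SESN1 by 1.34, while BAX, which promotes apoptosis, fell by 1.16, and the median D minus C of the list was -0.04. Of 6 metallothioneins, 4 fell and none rose (6 when adjusted over the list alone), with a median of -1.55 (camera, adjusted p = 0.000727), and MT1X (-1.78), MT1F (-1.55) and MT1G (-1.54) were among them. Metallothionein probes may share signal between paralogs, and the scramble arrays differed from each other over this list (median D minus C 0.84). After the trend with genomic span was removed, the metallothionein median was -1.13 (camera, adjusted p = 0.00397). The medians of 10000 random lists matched on span and mean value centred on -0.56, and 0% were as low as -1.55. Of 28 histone genes, 3 fell and none rose (13 when adjusted over the list alone), with a median of -0.55 (camera, adjusted p = 2.52e-05) and a median D minus C of 0.25. After the trend with genomic span was removed, the histone median was -0.21 (quartiles -0.58 and 0.04, against -0.94 and -0.08 before; camera, adjusted p = 0.0439). H2AC25 fell by 1.50, H2AC20 by 1.50 and H2AC19 by 1.24. By fry the adjusted p was 0.00399 for the p53 targets, 0.107 for the metallothioneins and 0.0700 for the histones. Of the 11 genes named from these 3 lists, 11 passed without scramble C, 8 without D and 0 without silenced G or without H, at 0.736 to 1.23 times their log2 fold change.

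Of 18 genes of secretory lineages of the intestine, 5 fell and 1 rose (10 and 3 when adjusted over the list alone), with a median of -0.80 (camera, adjusted p = 0.0127, and by fry 0.0814). After the trend with genomic span was removed, the median was -0.59 (quartiles -0.85 and 0.31, against -1.19 and 0.39 before) and the adjusted p 0.0687, while 0% of 10000 random lists matched on span and mean value had a median as low as -0.80. The median of this list was -0.43 with the authors' normalized values and -0.42 without background correction. ATOH1, the transcription factor of secretory cells, fell by 1.74, AGR3 by 1.45 and DEFA1B, a defensin of neutrophils with near-identical copies, by 1.96, while ZG16 was at least 2.16-fold higher. The median D minus C of this list was 0.31. Of 20 WNT targets and intestinal stem cell genes, 5 rose and none fell (9 and 1 when adjusted over the list alone), with a median of 0.47 (camera, adjusted p = 0.000904, and 0.0866 with scaling to 1 median per array). PROM1 rose by 1.34, PTPRO by 1.30, the stem cell receptor LGR5 by 1.16 and SOX9 by 0.94. Of 17 enterocyte and colonocyte genes, CEACAM6 rose by 1.01 and GUCA2A fell (6 and 1 when adjusted over the list alone), with a median of 0.50 (camera, adjusted p = 0.0407, but 0.109 without scramble replicate C, 0.154 over probes above background on all 4 arrays and 0.612 with scaling to 1 median per array). Of 24 transcripts known to retain introns in the nucleus, 5 rose and none fell (12 and 2 when adjusted over the list alone), with a median of 0.55 (camera, adjusted p = 0.00906). GOLGA8B rose by 2.10, LUC7L3, a splicing factor, by 1.11 and the kinase CLK4 by 1.69, and GOLGA8A was at least 2.64-fold higher. The median D minus C was -0.05 for the WNT and stem cell genes, -0.07 for the enterocyte genes and -0.01 for the transcripts with retained introns. Of the 14 genes named from these 4 lists, 14 passed without scramble C, 11 without D and 0 without silenced G or without H, at 0.871 to 1.21 times their log2 fold change.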

How the results depend on the processing

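No paired analysis was possible because no source used here says which scramble array goes with which silenced array. The letters C, D, G and H are array positions. The array slide could not be a block with 1 BeadChip. The removal of the trend with genomic span was chosen after seeing the data; the other alternatives were planned. Apart from the variance model, the cause of a change between settings was not tested. The fit with an intensity trend and robust variance used the same normalized values and fold changes as the fit as designed. Its count at 0.01, 3279 against 0, thus differs through the variance model alone. At an adjusted p under 0.01 and 1.5-fold, 0 probes passed in the fit as designed, with an offset of 50, over detected probes and with no minimum fold. The count was 3009 with the authors' normalized values, 2966 without background correction, 960 with scaling to 1 median per array, 2647 over probes above background on all 4 arrays, 3279 with an intensity trend and robust variance, and 0 to 2 with an array left out. At 0.05, 1606 passed, against 3547, 3498, 5916, 3916 and 4708 in the same settings, 3315 with an offset of 50, 4903 over detected probes and 0 to 4436 with an array left out. Of the 4436 without scramble C 1573 were among the 1606, and of the 983 without D 701 were. The ESRP1 probe lay below scramble in every setting, and passed at 0.01 with the authors' values (-1.05), without background correction (-1.03), over probes above background on all 4 arrays and with an intensity trend (-1.34 in both). The exon 3b probe of RAC1 did too, and passed at 0.01 with the authors' values (-1.88), without background correction (-1.88), with median scaling (-1.74), over probes above background on all 4 arrays and with an intensity trend (-2.23 in both). The other RAC1 probe kept its side in every setting, with 0.35 to 0.53 on the log2 scale, below 1.5-fold throughout, and the count of splicing regulators that passed at 0.01 was 0 throughout. Of the probes tested by qRT-PCR, 8 passed at 0.01 with the authors' values, without background correction, with median scaling and with an intensity trend, 5 over probes above background on all 4 arrays and 0 to 2 with an array left out. Of the genes shared with COLO320DM, 6, 6, 3, 6 and 3 probes passed in those settings. Over 40 single probes and 417 pairs of probe and setting, 411 kept the direction. With median scaling, ILMN_1651210 of DUSP22 turned to -0.0654, ILMN_1671809 of DUSP22 to 0.468 and ILMN_1718968 of MT1E to 0.0323. With an array left out, they ranged from -0.0861 (without scramble C) to 0.234 (without D), from -0.145 (without silenced H) to 0.0498 (without G) and from -0.361 (without G) to 0.0420 (without H), and none of these values passed. Of the gene lists, 14 passed, 11 to 16 in the other settings, and 0 with an estimated correlation. The 14 also passed with the authors' values, and 11 of them after the span trend was removed. Relative to the median of all genes, the list medians that passed kept their sign under each normalization. The secretory list went from -0.86 to -0.47 with the authors' values. With median scaling the cytosolic ribosome went from -0.30 to -0.75 and complexes II to V from -0.53 to -0.98. The enterocyte list then went from 0.44 to 0.13 and the stem cell list from 0.41 to 0.25. Against scramble alone, median scaling took the mitochondrial ribosome median from -0.36 to -0.07 and the histone median from -0.55 to -0.17. The cytosolic ribosome and complexes II to V moved the other way, from -0.24 to -0.35 and from -0.47 to -0.58. The median of all genes was then 0.40. Pooled over the Table S4 terms described here, the share of members below scramble stayed within 51.7% to 56.6%. A gene counts there once for each of its terms, and some terms were available only in part. The pool joins terms of opposite direction, as with 26 of 27 below for oxidative phosphorylation and 17 of 60 for cell cycle. It therefore does not show how stable a single term is. The correlation of the D minus C difference with the fold change, -0.29, was -0.40 over probes above background on all 4 arrays. Dim probes limit fold changes: 278 probes that rose were below background on both scramble arrays.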

Differences from the paper's values

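The paper's count of differentially expressed probes in HCA24 at an adjusted p under 0.01 and 1.5-fold is 3009 (Table S6), and 0 passed here at the same thresholds. Of the alternatives set before the data were examined, the authors' normalized values give 3009, no background correction 2966, probes above background on all 4 arrays 2647 and an intensity trend with robust variance 3279, all within 1.5 times of the paper's count. An offset of 50, the detected probes, scaling to 1 median per array and leaving out any array do not come within it. The fit with an intensity trend had the same values and fold changes as the fit with 0 calls. Between these fits, the count of 0 goes with the variance model and not with the size of the changes.

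For the exon 3b probe of RAC1, the paper's log2 fold change is -1.88, and -2.23 was obtained here. The authors' normalized values (-1.88), no background correction (-1.88) and median scaling (-1.74) come within the spread of the paper's value. The other settings do not.

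The paper's Table S6 gives -1.04 for ESRP1, against -1.34 here. The authors' normalized values, no background correction, an offset of 50, median scaling and the fits without scramble D or without silenced G come within the spread, and the filters, the intensity trend and the fits without scramble C or silenced H do not. For CHRNA1 the paper's values are 1.06 and 2.26, against 1.45 (ILMN_1798700) and 3.61 (ILMN_2361768). For SERPINI1 the paper's values are 2.59 and 2.59, against 2.85 (ILMN_1814333) and 3.77 (ILMN_2207988). For these 4 probes only the authors' normalized values and no background correction come within the spread. For EPB41L5 ILMN_1770245 the paper's 0.80 lies below the bound here, 1.35 on the log2 scale. With the authors' normalized values that bound was 0.69. For CYP1A1 the paper's log2 fold change is 2.48, and the lower bound here is 3.42 on the log2 scale. The bound is within 1.5 times of the paper's fold with the authors' normalized values, without background correction and with an offset of 50, and not in the other settings.

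In Table 1, the paper's log2 fold changes for HCA24 are 0.17 for SFRS1, 0.0709 for SRPK1 and -0.47 for GSK3B, against 0.44, 0.35 and -0.58 here. For SFRS1, median scaling and the fit without scramble D come within the spread, and the authors' normalized values (0.42) do not. For SRPK1, only the fit without scramble D does, and the authors' normalized values give 0.35. For GSK3B, the authors' normalized values (-0.55), no background correction, median scaling and the fit without scramble C do, and the others do not. The GSK3B value of the fit with all arrays does lie within its SE of 0.15 of the paper's value. It lies beyond the SD of the scramble arrays, 0.11. The paper gives 2 values for SFRS3 without naming the probes, and the lower of them, -0.0342, was set against the SRSF3 probe with the lower fold change, ILMN_1723212, at 0.40. This pairing by rank is an assumption. No setting came within the spread of that value. The other value, 0.38, was set against the bound of the dim probe ILMN_2135232. It lies below that bound, 0.94 on the log2 scale, though within 1.5 times of it as a fold. It lies closer to ILMN_1723212, which is at 0.40 here and at 0.37 with the authors' normalized values. The paper does not say which probe has which value.

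The paper states no statistically significant difference for SFRS3 in HCA24. The dim SRSF3 probe ILMN_2135232 passed here at an adjusted p under 0.05, and no SRSF3 probe passed at 0.01. The paper lists DUSP22 and MT1E as differentially expressed in both cell lines, and their probes passed at neither threshold here. With the authors' normalized values ILMN_1813275 of DUSP22 (-0.60, adjusted p = 0.00657 from limma) and ILMN_2173611 of MT1E (-1.08, adjusted p = 0.00450 from limma) passed at 0.01.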

Other observations

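Among the genes that the paper discusses as ESRP targets or as markers of epithelial-mesenchymal transition, CD44, an adhesion receptor, rose in ESRP1-silenced HCA24 cells with 3 probes, by 0.92, 1.29 and 1.32 on the log2 scale. ENAH, an actin regulator, rose by 1.23 with ILMN_2370296 and did not pass with ILMN_1716552 (0.49, adjusted p = 0.223 from limma). These probes are not tied here to an exon or isoform. Neither CDH1, E-cadherin (0.47, adjusted p = 0.183 from limma), nor VIM, vimentin (-0.38, adjusted p = 0.309 from limma), passed, nor did TWIST1 (0.74, adjusted p = 0.0722 from limma), SNAI2 (0.94, adjusted p = 0.125 from limma) or the CTNND1 probe ILMN_2293511 (-0.38, adjusted p = 0.372 from limma). Leaving out an array moved some of these values by over 1.5 times. The SNAI2 probe was above background on scramble D and not on scramble C. Without scramble D, SNAI2 lay at 1.41, a fitted value against an array below background. ENAH ILMN_1716552 then lay at 0.27, VIM at -0.21 and CTNND1 at -0.17. Without scramble C, SNAI2 lay at 0.56 and CTNND1 at -0.63. CTNND1 lay at -0.24 without silenced G. SNAI1, ZEB1, ZEB2 and FGFR2 were below background on all 4 arrays. Of 14 detected known ESRP splice targets 2 rose, ITGA6 (0.96) and CD44, and none fell (6 rose when adjusted over the list alone; camera, adjusted p = 0.0558). This list passed as higher in 5 of 13 other settings, with an adjusted p of 0.0208 to 0.0474, and had 0.663 with an estimated correlation and 0.278 after the trend with genomic span was removed. Of 15 other epithelial splicing regulators, a list without ESRP1, only MBNL2 passed and rose by 1.19 (2 rose when adjusted over the list alone; camera, adjusted p = 0.824). Of 32 epithelial markers only OVOL2, a transcription factor of epithelial cells, passed and fell by 1.00 (5 rose and 4 fell when adjusted over the list alone; camera, adjusted p = 0.889). Of 14 mesenchymal genes none passed (3 rose and 3 fell when adjusted over the list alone; camera, adjusted p = 0.983). Of the 7 probes named here that passed, 7 passed without scramble C, 4 without D and 0 without silenced G or without H, with their direction kept and at 0.816 to 1.18 times their log2 fold change.

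Other pathways showed single genes with larger changes. Of 20 genes of TGF-beta signalling, TGFB2 rose and SKIL was at least 1.77-fold higher (7 rose and 2 fell when adjusted over the list alone). The list had a median of 0.28, with 15 genes above scramble (camera, adjusted p = 0.135, and by fry 0.0148). Of 16 chemokine and NF-kappaB genes, IL33, an alarmin, rose by 1.71 and CCL20 fell by 1.50 (3 and 3 when adjusted over the list alone; camera, adjusted p = 0.561). Of 32 interferon-stimulated genes ISG20 fell by 1.58 and none rose (3 rose and 7 fell when adjusted over the list alone; camera, adjusted p = 0.469). Of 23 genes of the integrated stress response, SLC7A11 rose and NUPR1 fell, also when adjusted over the list alone (camera, adjusted p = 0.469). Of 19 genes of cholesterol synthesis SC5D rose by 0.89 (2 rose and 1 fell when adjusted over the list alone; camera, adjusted p = 0.189). No gene passed among 28 of hypoxia and glycolysis (camera, adjusted p = 0.673), 15 heat shock genes (0.401) and 18 chaperones of the endoplasmic reticulum (0.891). When adjusted over the list alone, 1 rose and 3 fell, 2 rose and none fell, and 3 rose and 2 fell in these lists. Of markers of other cell types, few were detected: 3 of fibroblasts, of which FBLN1 fell by 1.79 (2 fell when adjusted over the list alone; camera, adjusted p = 0.0985), 6 of immune cells, of which CD2 was at least 1.69-fold higher (2 rose and 1 fell when adjusted over the list alone; camera, adjusted p = 0.579), 4 endothelial (camera, adjusted p = 0.220) and 3 neural (camera, adjusted p = 0.162), where none passed. A single HOXA gene was detected, so this list was not tested. The fibroblast list passed in camera in 1 other setting, median scaling (adjusted p = 0.0379). By fry the fibroblast (adjusted p = 0.0148) and neural (0.0473) lists passed as lower, with 3 detected genes each. Of the 10 genes named here that passed, 10 passed without scramble C, 6 without D and 0 without silenced G or without H, at 0.759 to 1.24 times their log2 fold change.

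Genes with a short genomic span were lower and genes with a long span higher in ESRP1-silenced HCA24 cells. The test of differences between single arrays was chosen after the result was seen. With genes in 10 equal groups by span, the shortest group, with a median span of 2175 bp, had a median log2 fold change of -0.34, and the longest, at 224664 bp, of 0.26 (Spearman correlation 0.317 across 11661 genes, which are not independent replicates). This correlation was at least 0.231 in each of 3 equal groups of genes by mean value and under each other normalization, which argues against the normalization or brightness as the cause. The span also correlated with the difference between the scramble arrays, D minus C, at -0.222, and with that between the silenced arrays, H minus G, at 0.115, so differences in RNA quality or labelling between arrays cannot be told apart from an effect of ESRP1 silencing. The span is that of the gene in the genome, not the length of its transcript.

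Genes of mitochondrial respiration and the mitochondrial ribosome were lower, with the trend with genomic span tested as the cause. Of 10000 random lists matched on span and mean value, 0% had a median as low as that of respiratory complex I, which argues against this trend as the whole cause. After the trend was removed, the median of complex I was -0.61 (camera, adjusted p = 7.25e-05), that of complexes II to V -0.37 (0.00720) and that of the mitochondrial ribosome -0.24 (0.00134). These calls rest on the preset correlation, since with an estimated correlation and the trend in place each list had an adjusted p of 0.524. The scramble arrays differed from each other over these lists as well (median D minus C 0.13, 0.26 and 0.16). With the preset correlation, each list stayed lower with any array left out. That setting treats the genes of a list as nearly independent, so those fits cannot show whether whole arrays differ along the lists. A hypothesis that ESRP1 loss lowers these transcripts stays open. So do an effect of the single hairpin and a difference in culture or RNA quality, since each goes with the groups.

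Across detected probes, the difference between the scramble arrays, D minus C, correlated with the log2 fold change at r = -0.29 (Spearman correlation -0.31), and the difference between the silenced arrays, H minus G, at r = 0.13 (Spearman correlation 0.17). The SD across probes was 0.40 for D minus C, 0.27 for H minus G and 0.60 for the log2 fold change. Scramble C thus lay nearer to the silenced arrays than scramble D, with r of 0.972 and 0.968 against 0.960 and 0.956.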
